# Maintenance of magnesium homeostasis by NUF2 promotes protein synthesis and anaplastic thyroid cancer progression

**DOI:** 10.1038/s41419-024-07041-6

**Published:** 2024-09-06

**Authors:** Lisha Bao, Yingying Gong, Yulu Che, Ying Li, Tong Xu, Jinming Chen, Shanshan Wang, Zhuo Tan, Ping Huang, Zongfu Pan, Minghua Ge

**Keywords:** Endocrine cancer, Oncogenes

## Abstract

Thyroid cancer is the most frequently observed endocrine-related malignancy among which anaplastic thyroid cancer (ATC) is the most fatal subtype. The synthesis of protein is active to satisfy the rapid growth of ATC tumor, but the mechanisms regulating protein synthesis are still unknown. Our research revealed that kinetochore protein NUF2 played an essential role in protein synthesis and drove the progression of ATC. The prognosis of patients with thyroid carcinoma was positively correlated with high NUF2 expression. Depletion of NUF2 in ATC cells notably inhibited the proliferation and induced apoptosis, while overexpression of NUF2 facilitated ATC cell viability and colony formation. Deletion of NUF2 significantly suppressed the growth and metastasis of ATC in vivo. Notably, knockdown of NUF2 epigenetically inhibited the expression of magnesium transporters through reducing the abundance of H3K4me3 at promoters, thereby reduced intracellular Mg^2+^ concentration. Furthermore, we found the deletion of NUF2 or magnesium transporters significantly inhibited the protein synthesis mediated by the PI3K/Akt/mTOR pathway. In conclusion, NUF2 functions as an emerging regulator for protein synthesis by maintaining the homeostasis of intracellular Mg^2+^, which finally drives ATC progression.

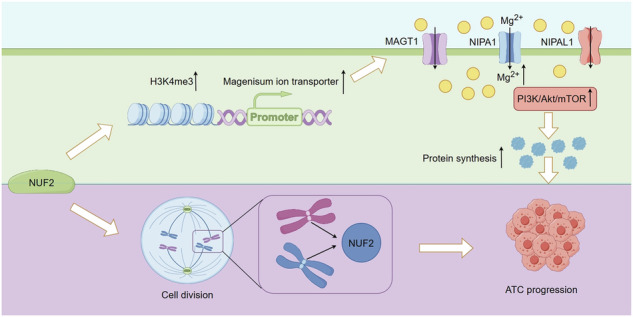

## Introduction

Thyroid cancer (TC) is the most common endocrine-related carcinoma, accounting for over 90% of all endocrine malignancies [1]. Anaplastic thyroid cancer (ATC) is the lethal subset of TC with a median survival of only six months and responsible for 40–50% of total TC-related deaths [2]. Different from other common TC subtypes, ATC grows rapidly, leading to symptoms of neck compression such as dyspnea, dysphonia, and dysphagia [3, 4]. Therefore, it is important to identify the mechanism of ATC progression.

Dysregulated protein synthesis has been shown to be one of the main characteristics of cancer [5]. To satisfy the internal oncogenic demands and external factors in the tumor microenvironment, cancer cells synthesized proteins rapidly and selectively [6]. Intracellular magnesium plays a positive role in the regulation of protein synthesis and cell proliferation [7–9]. The homeostasis of intracellular magnesium is regulated by magnesium transporters such as MAGT1, NIPA1, and NIPAL1 [10–13]. Magnesium ion is indispensable to tumor proliferation and development [14], and hypomagnesemia inhibits tumor growth and angiogenesis [15]. Studies have shown that the expression of MAGT1 impacted the progression of cancer [16, 17], and NIPA1 [18, 19] and NIPAL1 [20, 21] were related with poor prognosis. Cancer cells preferentially translate oncogenic proteins, thereby contributing to tumor growth, metastasis, and therapy resistance [22]. In ATC, the protein synthesis is also active supported by increased eukaryotic initiation factor 4E (eIF4E) and ribosome biogenesis pathway [23–26], thereby enhancing its aggressiveness and chemoresistance. Nonetheless, the exact mechanism underlying protein synthesis in ATC remains elusive.

As a constituent part of the NDC80 kinetochore complex, NUF2 is known to have a role in mitotic chromosomal alignment and the establishment of stable kinetochore-microtubule attachments [27]. The depletion of NUF2 blocked prometaphase with an active spindle checkpoint significantly [28]. NUF2 was upregulated in various kinds of cancers and regarded as a promising antitumor therapeutic target and prognostic factor [29]. Of note, several studies point out that NUF2 functions as an oncogenic regulator beyond kinetochore protein. For example, NUF2 was identified as a new cancer stem cell indicator [30]. In addition, NUF2 has been found to drive cancer development through inhibiting autophagic degradation of oncogene TFR1 [31] or affecting the transcription of HMGA2 [32]. Studies have shown that NUF2 not only affects the G2/M phase by interfering with centromere function [33], but also acts on the S phase, where protein synthesis occurs [31, 34]. However, there are few studies about the exact function of NUF2 in ATC.

In this study, the role and mechanisms of NUF2 in ATC were investigated. We found that NUF2 epigenetically regulates the transcription of magnesium transporters, thereby promoting protein synthesis through PI3K/Akt/mTOR pathway in ATC. Our findings extend the notion that NUF2 acts as an emerging regulator of magnesium homeostasis during protein synthesis and ATC progression.

## Methods

### Bioinformatic analyses

The survival curve in thyroid cancer was applied by the Kaplan-Meier plotter (http://kmplot.com/analysis). The expression level of NUF2 in TC based on nodal metastasis status was applied by UALCAN (https://ualcan.path.uab.edu/index.html). Four microarray datasets (GSE29265, GSE33630 [35], GSE65144 [36], and GSE76039 [37]) were integrated to generate a large thyroid-cancer cohort including 78 normal thyroid tissue, 69 PTCs, 17 poorly differentiated thyroid cancers (PDTCs), and 52 ATC samples as reported previously [38]. The expression of NUF2 in different groups was displayed by ggplot2 package. mTOR signaling pathway genes were obtained from Enrichr database (https://maayanlab.cloud/Enrichr) to calculate the enrichment scores by GSVA package. The relationship between the mTOR signaling score and NUF2 expression in ATC was analyzed using Spearman correlation analysis. *P* < 0.05 was considered to indicate statistical significance.

### Clinical samples

The tissue microarray including 11 normal thyroid tissues, 8 PTC, and 5 ATC were provided by Zhejiang Provincial People’s Hospital. This study was undertaken following the Declaration of Helsinki and approved by the Ethics Committee of Zhejiang Provincial People’s Hospital.

### Cell culture

The thyroid follicular epithelial cell line Nthy-ori 3-1 (ECACC, Cat# 90011609), PTC cell line BCPAP (DSMZ Cat# ACC-273), ATC cell lines 8505 C (DSMZ, Cat# ACC-219) and KHM-5M (National Collection of Authenticated Cell Cultures, Cat# SCSP-549), were cultivated in RPMI-1640 supplied with 10% fetal bovine serum (Gibco, Waltham, MA, USA) in 37 °C atmosphere containing 5% CO_2_.

### Small interfering RNA (siRNA) transfection and lentiviral infections

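The NUF2 siRNA targets the sequence GCCGTGAAACGTATATGGAAT, which matched the human genome at 1 place, on chromosome 1 of GRCh38 from 163336814 to 163336834. This site lies in the coding sequence of exon 6 of the 14 exons of the canonical NUF2 transcript in GENCODE release 44, and the sequence is present in 7 NUF2 transcripts and in no transcript of another gene. In the mRNA, the target and the 20 nt on each side of it read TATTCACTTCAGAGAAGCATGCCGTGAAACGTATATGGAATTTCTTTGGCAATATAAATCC. The MAGT1 siRNA targets chromosome X from 77895339 to 77895357, in the coding sequence of exon 1 of 10. The NIPA1 target is on chromosome 15 from 22823886 to 22823904, in the coding sequence of exon 5 of 5, and the NIPAL1 target is on chromosome 4 from 48025269 to 48025287, in the coding sequence of exon 2 of 6. Each of these targets also had 1 exact match in the genome.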

siRNAs targeting human NUF2 (the sense sequence was GCCGTGAAACGTATATGGAAT and the anti-sense sequence was AUUCCAUAUACGUUUCACGGC), MAGT1 (the sense sequence was GCTCATCGTTTGCGACGTT and the anti-sense sequence was AACGUCGCAAACGAUGAGC), NIPA1 (the sense sequence was GCCCAAGACATCTTGCATA and the anti-sense sequence was UAUGCAAGAUGUCUUGGGC), and NIPAL1 (the sense sequence was GCTCCAGCTTCATACTGAA and the anti-sense sequence was UUCAGAUGAAGCUGGAGC) were purchased from RiboBio (Guangzhou, China). Cells were seeded to a density of 30–40%, and siRNA and jetPRIME (Ployplus, France) were added to the culture medium. Lentiviruses for knockdown and overexpression of NUF2 and their controls were synthesized by ABM (Richmond, Canada). 4 μg/mL puromycin was used to construct stable cell lines of 8505C and BCPAP.

### Western blotting and nucleocytoplasmic separation

Total cellular protein was extracted using RIPA lysis buffer (Applygen, China, C1053-100) and quantified by Coomassie brilliant blue G-250 (Solarbio life science, China, Cat# PC0015). The extraction of nuclear and cytoplasmic proteins was performed using the nuclear-cytosol extraction kit (Applygen Technologies, China, Cat# P1200) according to the instructions. Separated by 10% SDS-PAGE gel electrophoresis, the denatured protein samples were then transferred onto the PVDF membrane (Millipore, IPFL00010). After being blocked with 5% BSA at room temperature (RT) for 1 h, the PVDF membrane was incubated with the primary antibody overnight at 4 °C and washed with Tris-buffered saline Tween (TBST) for 3 times. And then, corresponding HRP-conjugated secondary antibody was added and incubated at RT for 1 h. Images were detected by enhanced chemiluminescence. The antibodies used were listed in Table 1.

**Table 1:** The antibody used for Western blot.

Antibody	Company	Concentration
NUF2	ABclonal,Cat# A17553	1:1000
MAGT1	Proteintech Cat#17430-1-AP	1:1000
NIPA1	Santa, Cat#sc-398041	1:500
NIPAL1	Lsbio, Cat#LS-C164878	1:500
p-mTOR	Cell Signaling Technology, Cat#5536	1:1000
mTOR	Cell Signaling Technology, Cat#2983	1:1000
p-AKT	Cell Signaling Technology, Cat#4060	1:1000
AKT	Cell Signaling Technology, Cat#4691	1:1000
p-PI3K	Affinity, Cat#AF6241	1:1000
PI3K	ABclonal, Cat#A4992	1:1000
H3K4me3	ABclonal, Cat#A22146	1:1000
H3K27ac	ABclonal, Cat#A2771	1:1000
GAPDH	ABclonal, Cat# AC002	1:5000

### RNA preparation and real-time quantitative reverse transcription (RT-qPCR)

Extracted with the RNA-Quick Purification Kit (Esunbio, China), the total RNA was reversely transcribed into cDNA using the Fast All-in-One RT Kit (Esunbio, China) for qPCR. PCR amplification was performed using Super SYBR Green qPCR Master Mix (Esunbio, China). The expression levels of different genes were calculated using the 2^−ΔΔCt^ method and standardized to GAPDH. The primers used for RT-qPCR were listed in Table 2.

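In the canonical transcripts of GENCODE release 44, the NUF2 primers amplify 111 bp of coding sequence from exon 10 to exon 11, between 163343836 and 163345753 on chromosome 1 of GRCh38, downstream of the siRNA target in exon 6. The MAGT1 product is 135 bp and joins exons 2 and 3, between 77870867 and 77875503 on chromosome X. The NIPA1 product is 124 bp and runs from exon 1 to exon 3, between 22786798 and 22812201 on chromosome 15. The NIPAL1 product is 145 bp and joins exons 4 and 5, between 48032999 and 48034940 on chromosome 4. Every one of these primers matched transcripts of 1 gene only, and each product spans an exon junction.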

**Table 2:** The primers used for RT-qPCR.

Genes		primer sequence
GAPDH	Forward	5′-GCACCGTCAAGGCTGAGAAC-3′
	Reverse	5′-TGGTGAAGACGCCAGTGGA-3′
NUF2	Forward	5′-TGAAAGATACGGTCCAGAAGC-3′
	Reverse	5′-ACTGCACTTCCAACTGACATG-3′
MAGT1	Forward	5′-AAGCCCCACCGAGAAATTAC-3′
	Reverse	5′-TGAATGCACTGGAGTATCGC-3′
NIPA1	Forward	5′-CTACAGAAGAAGGGCATCGTG-3′
	Reverse	5′-CCGTGTAAGCCAGGAAGTTTC-3′
NIPAL1	Forward	5′-CAGGAGAGGCTGCAAATTTTG-3′
	Reverse	5′-CAGCCTATTTTCCCATGAATGTTC-3′

### Tissue specimens and immunohistochemistry (IHC)

Paraffin-embedded tissues were sliced and deparaffinized, and then dewaxed and hydrated with xylene and alcohol. The tissue sections were subjected to 1 mM EDTA (pH 8.0) for antigen repair. The endogenous peroxide was blocked by 0.3% hydrogen peroxide followed by treated with 3% goat serum for 30 min at RT. Primary antibodies were incubated on the slices overnight at 4 °C, followed by a 50-min RT secondary antibody incubation. Primary antibodies were listed following NUF2 (Novus, America) and p-mTOR (Proteintech, America). The immunoreaction intensity was scored as follows: negative = 0, weak = 1, moderate = 2, strong = 3. The percentage of stained cells was scored as follows: negative = 0, 0–25% = 1, 26–50% = 2, 51–75% = 3, 76–100% = 4.

### Cell viability and colony formation assay

For the cell growth assay, 3000 cells were seeded in 96-well plates. After 48 h of culture, the cells were incubated with 10 μL CCK-8 solution (FDbio, FD3788) and 90 μl PBS at 37 °C for 1 h, and then the absorbance was detected at 450 nm using the microplate reader. For the colony formation assay, KHM-5M (1000 cells) and 8505C (2000 cells) were seeded into 6-well plates and fixed after 10–14 days, and then these cells were stained with 0.2% crystal violet.

After being washed with PBS twice, the ATC cells transfected with siRNA for 48 h were incubated with Calcein AM/PI detection solution at 37 °C for 30 min protected from light according to the protocol of Cytotoxicity Assay Kit (Beyotime, China). The staining effect was observed and imaged with a fluorescence microscope.

### Flow cytometry

Annexin-V/FITC Apoptosis Kit (Multi Sciences Biotech, China) was used to assess cell apoptosis at 48 h after siRNA transfection. We resuspended the cells in 500 μL of 1× binding buffer. And then, cells which were incubated with 5 μL FITC Annexin V and 10 μL PI for 15 min at RT in the dark were detected by flow cytometry (FCM) for cell apoptosis analysis.

For cell cycle analysis, the Cell Cycle Staining Kit (Multi Sciences Biotech) was used following the manufacturer’s procedure. The collected cells were incubated for 30 min at RT in the dark with 1 mL DNA Staining Solution and 10 μL Permeabilization Solution. Then, the cell cycle was analyzed by FCM.

Cell precipitate was collected and incubated with NUF2 antibody (1:200) overnight at 4 °C on a shaker. After washing the cells with PBS, fluorescent secondary antibody (1:200) was added and incubated for 2 h at RT in the dark. And then, the cell cycle was detected by the Cell Cycle Staining Kit and FCM. Flowjo V10 software was used to analyze the expression of NUF2 in different cell cycles.

### CFSE cell proliferation assay

The cells were resuspended in serum-free medium, and 1 μL CFSE dye was added per 10 million cells to incubate the cells in a cell incubator. After 20 min, the staining was terminated by adding complete medium. After centrifugation, the cells were resuspended in the cell medium and counted, seeded in culture plates according to experimental requirements, and collected 48 h after siRNA transfection and detected by flow cytometry.

### RNA-seq analysis

Total RNA of NUF2-WT and NUF2-KD 8505C cells was isolated and purified. After quality control, Poly (A) RNA was purified and fragmented into small pieces which be synthesized into cDNA using Invitrogen SuperScript™ II Reverse Transcriptase (Thermo Fisher). Then, the ligated products were amplified with PCR. Finally, the 2 × 150 bp paired-end sequencing was carried out on illumina Novaseq™ 6000 (LC-Bio Technology, China).

Sequence quality control was performed using fastp software. Reads were mapped to the reference genome of Homo sapiens GRCh38 using HISAT2 and then assembled and calculated using StringTie (https://ccb.jhu.edu/software/stringtie). The differentially expressed genes (DEGs) were screened with fold change >2 or <0.5 and with parametric F-test comparing nested linear models (*P* < 0.05). DAVID software (https://david.ncifcrf.gov/) was used for Gene ontology (GO) enrichment analysis on DEGs. RNA-Seq data has been submitted to the GEO repository under accession number GSE272374.

### Dual-luciferase assay

293T cells were preseeded in 12-well plated with a density of 50%, and co-transfected with 500 ng luciferase reporter plasmid, and renilla luciferase reporter vector pGL-3 per well using Lipofectamine™8000 for 48 h. The experimental group was transfected with NUF2 overexpression plasmid and the control group was transfected with empty vector pcDNA3.1 for 48 h. Cells were collected and the luciferase activity was analyzed by dual-luciferase reporter gene assay kit (Beyotime, China). The firefly luciferase activity was normalized to the renilla luciferase activity that reflects expression efficiency.

### Coimmunoprecipitation (CoIP)

The protein lysates were immunoprecipitated with specific antibodies targeting against NUF2 (1:50, Novus, nbp2-99081) or IgG negative control (1:50, Beyotime, A7016) at 4 °C overnight in the rotator and then incubated with 50 μL Protein A/G Magnetic Beads pre-washed with RIPA buffer for 2 h at 4 °C in the rotator. Subsequently, the beads were collected and washed 3 times with RIPA buffer, and the immunoprecipitation compounds were separated from the beads for following western blot analysis.

### Chromatin immunoprecipitation (ChIP)

The ChIP Assay Kit (Beyotime, China, P2078) was used for the ChIP assay following the manufacturer’s protocol. In brief, glycine was used to quench ATC cells after they had been cross-linked for 10 min at 37 °C using 1% formaldehyde solution. Ultrasonication was used to cut the DNA into 200–1000 bp fragments. Then the chromatin solution was immunoprecipitated with anti-H3K4me3 or IgG antibodies (1:100). Eluted DNA was purified by DNA Purification Kit (Beyotime, China, D0033) according to the manufacturer’s procedure and analyzed the enriched genomic DNA regions by qRT-PCR. The primer sequence is listed in Table 3.

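The NIPA1 primers enclose 192 bp on chromosome 15 of GRCh38, from 22786480 to 22786671. The annotated start of the canonical NIPA1 transcript in GENCODE release 44, at 22786644, lies inside this region, and the reverse primer alone has 5 exact matches in the genome. The NIPAL1 primers enclose 343 bp on chromosome 4 from 47914195 to 47914537. This region lies next to the annotated start of the NIPAL1 gene at 47914142, whereas the canonical NIPAL1 transcript starts at 48016772. The primers listed for MAGT1, TGCTCAGTCGTGTCCAACTC and TGGACTGGATAGCACCCTGA, had 0 exact matches each on either strand of chromosomes 1 to 22, X, Y and M of GRCh38.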

**Table 3:** The primers used for ChIP-qPCR.

Genes		primer sequence
MAGT1	Forward	5′-TGCTCAGTCGTGTCCAACTC-3′
	Reverse	5′-TGGACTGGATAGCACCCTGA-3′
NIPA1	Forward	5′-CTGTCCCCGCAGCCTAAG-3′
	Reverse	5′-AGCTGCAGTCCCCATTCC-3′
NIPAL1	Forward	5′- AGCTTCCATCCCTGCAA-3′
	Reverse	5′-CTCTTCCCCTACCACGC -3′

### Mg^2+^ measurement

Mag-Fura-4 AM (MKBio, China, MX4504-50UG) were added into cell culture media for 1 h at 37 °C following the manufacturer’s instruction. After washed with PBS 3 times, cells were incubated with 1 mM probenecid for 30 min and detected by FCM.

### Immunofluorescent staining and Giemsa staining

For immunofluorescent (IF) staining, cells were fixed with paraformaldehyde and blocked with 5% BSA. 0.2% Triton-X 100 was used for cell permeation. Then, cells were incubated with primary antibodies against NUF2 (1:200) and α-tublin (1:200) at 4 °C overnight followed by secondary fluorescent antibodies protected from light for 2 h. And then, cells were washed with PBS for three times and incubated with DAPI for 15 min. Imaging was carried out using a fluorescence microscope.

Giemsa staining experiments were performed according to the instructions of the rapid Giemsa staining kit (BBI Life Sciences Corporation, China, E607314-0001). The cells were fixed with 4% paraformaldehyde for 10 min at RT and then incubated with the Giemsa staining working solution (solution I: solution II = 1:9) for 30 min at RT. After washed with PBS for 3 times, cells were observed and recorded under a microscope.

### Animal models

Fertilized eggs from wild-type AB strains of zebrafish were cultivated in E3 embryo medium containing 0.2 mM 1-phenyl-2-thio-urea (PTU; Sigma, Germany) at 28 °C. WT or NUF2-KD ATC cells (8505C and KHM-5M) were labeled with 5 µg/mL DiI for 15–30 min at 37 °C in the dark. Resuspended cells were injected into the perivitelline space of zebrafish at 48 h-post-fertilization (hpf). Zebrafishes were imaged under the fluorescence microscope at 0 and 3 days after microinjection, respectively. Re.Size = Fluorescence area at 3 days/Fluorescence area at 0 days.

Four-week-old female BALB/c nude mice were randomly assigned (*n* = 6/group) to established mouse models. WT or NUF2-KD 8505 C cells (4 × 10^6^) were collected and resuspended in 100 μL PBS supplemented with 10% Matrigel (v/v) and then injected subcutaneously into nude mice. The body weight and tumor volume of the tumor-bearing mice were measured and recorded every 2–3 days. The tumor volumes were calculated as follows: Tumor volume = length × width^2^/2. At the endpoint, the mice were sacrificed, and tumor tissues were excised, weighted and photographed.

To establish ATC orthotopic models, luciferase-labeled 8505 C cells were resuspended in PBS (1 × 10^7^/mL), and 10 μL of the cell suspension was injected into the thyroid lobe of 6-week-old nude mice by neck surgery. Mice were anesthetized with isoflurane and injected with 100 µl d-luciferin (3 mg/mouse) for bioluminescent imaging. As for the ATC pulmonary metastasis, luciferase-labeled 8505 C cells (1 × 10^6^) was suspended in 100 µL PBS and injected into the tail vein of nude mice. The bioluminescent imaging was performed weekly, for 4 weeks.

The animal protocols were approved by the Animal Welfare Committee of Zhejiang Provincial People’s Hospital (Approved number: 20210510011).

### Protein synthesis assay

The Global Protein Synthesis Assay Kit (Abcam, America, ab235634) was used to detect the protein synthesis efficiency. The cells were incubated with the protein label for 0.5–2 h at 37 °C. Cells were fixed by Fixation solution for 15 min at RT in the dark and then incubated with 1 × Reaction cocktail for 30 min at RT in the dark. After washing and proceeding with DNA staining, cells were analyzed by fluorescence microscope and FCM.

### Data processing and statistical analysis

Statistical significance between the two groups was calculated by two-tailed Student’s t-test. Two-sided *P* < 0.05 was considered statistically significant. (*P < 0.05, **P < 0.01, ***P < 0.001). Graphical abstract was drawn by Figdraw.

## Results

### NUF2 was overexpressed in ATC and correlated with poor prognosis

According to the survival analysis and expression level analysis based on nodal metastasis status, high expression of NUF2 was correlated with poor prognosis and positively related with nodal metastasis status (Fig. 1A, B). Besides, NUF2 was overexpressed in ATC according to the thyroid-cancer cohort reported previously [39] (Fig. 1C). Further IHC staining of tissue microarray confirmed that NUF2 expressed at a higher level in ATC tissues (H-score = 86.73) than normal thyroid tissues (H-score = 44.27) (Fig. 1D, E). The mRNA and protein expression levels of NUF2 were also upregulated in the ATC cell lines, KHM-5M and 8505 C, compared to the thyroid follicular epithelial cell line, Nthy-ori 3-1, and the PTC cell line, BCPAP (Fig. 1F–H). Collectively, these data support that NUF2 was upregulated in thyroid cancer and and its level is positively correlated with poor prognosis. Subsequently, we explored the expression of NUF2 in different cell localizations and cell cycle phases. The result of nucleocytoplasmic separation showed that nuclear NUF2 was remarkably increased in ATC than that of Nthy-ori 3-1 (Fig. 1I–J). Although NUF2 was known as a component of kinetochore complex, it gradually increased along the cell cycle, and expressed most abundantly in G2/M phase (Fig. 1K), indicating a complicated role of NUF2 in ATC.

**Fig. 1:**
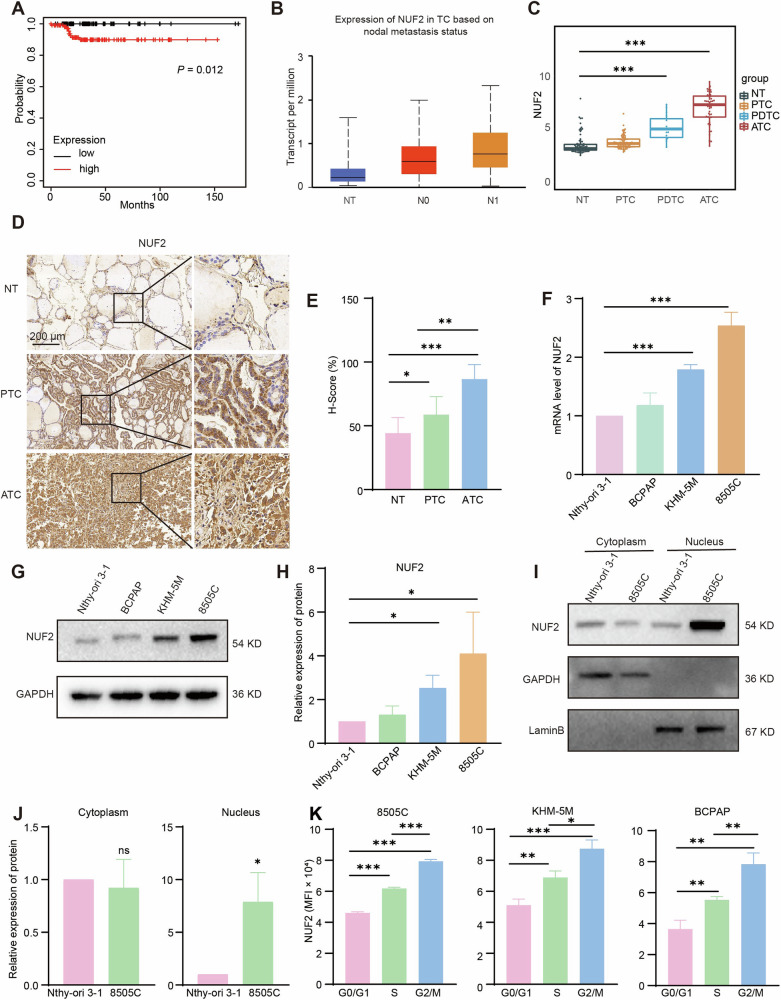
Expression of NUF2 in ATC and clinical relevance. **A** The relevance of NUF2 expression and relapse-free survival (RFS) in patients with thyroid cancer (TC). **B** Expression of NUF2 in TC subgroups based on nodal metastasis status. **C** The expression of NUF2 in NT, PTC, PDTC, and ATC based on four microarray datasets from GEO database. **D**, **E** IHC staining of NUF2 in NT and ATC tissues. **F**–**H** The mRNA and protein levels of NUF2 in different thyroid cancer cell lines. **I**, **J** The expression of NUF2 in cytoplasm and nucleus. **K** The expression of NUF2 in different cell cycle phases. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### NUF2 is associated with proliferation and apoptosis in ATC cells

In order to understand the function of NUF2 in thyroid cancer, we then evaluated the effects of NUF2 on ATC cell proliferation and apoptosis in vitro. The transfected efficiency of siRNA-NUF2 (Fig. S1A, B) and NUF2 overexpression lentiviruses (Fig. S1C, D) was validated using qRT-PCR and western blot. The deletion of NUF2-induced karyoklasis and increased the separation error percentage. NUF2-KD ATC cells were accumulated in G2/M phase while NUF2 overexpression reduced the percentage BCPAP cells in G2/M phase (Fig. S2). NUF2 knockdown in ATC cells significantly attenuated proliferation potency (Fig. 2A). In contrast, overexpression of NUF2 notably increased cell viability (Fig. 2B). Colony formation ability was inhibited in NUF2-KD ATC cell lines and increased in NUF2-OE PTC cell lines (Fig. 2C, D). Cell division determined by CFSE confirmed that loss of NUF2 hindered ATC proliferation (Fig. 2E). Furthermore, knockdown of NUF2 dramatically induced apoptosis in ATC cell lines (Fig. 2F). Live/Dead assay was then used to evaluate the effect of NUF2 knockdown on ATC viability. The percentage of dead cells labeled with PI (red) was increased after knocking down NUF2 compared with that of control (Fig. 2G, H). These results suggested that NUF2 is essential for the growth and survival of thyroid cancer cells.

**Fig. 2:**
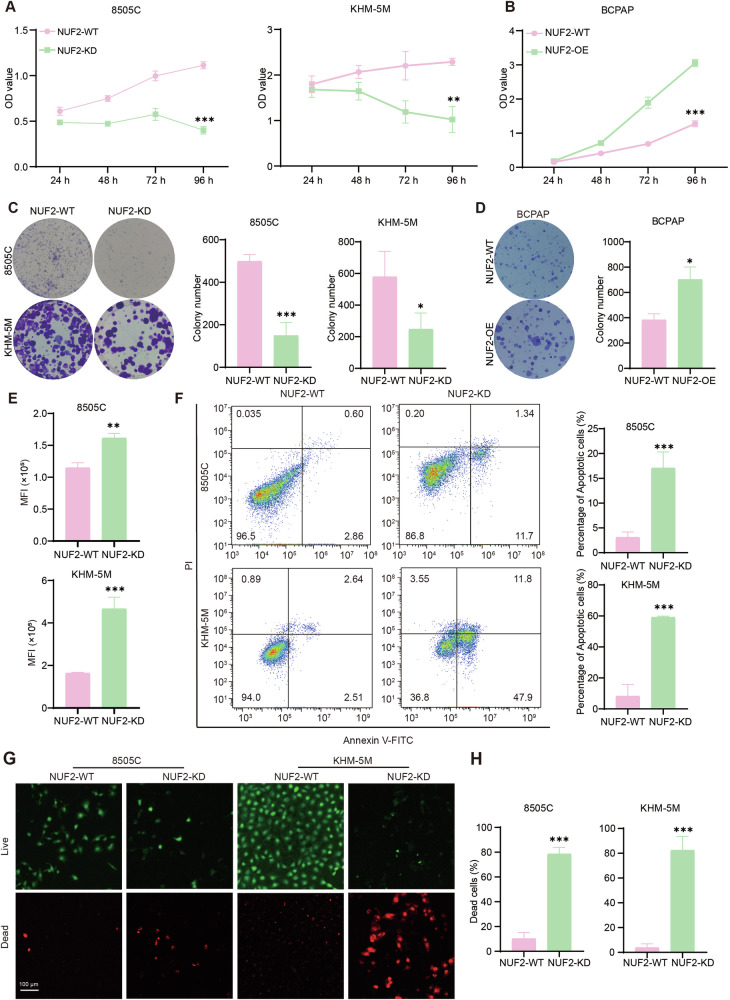
Expression of NUF2 is associated with proliferation and apoptosis in ATC cells. **A** In vitro growth curves of ATC cells transfected with siNUF2. **B** In vitro growth curves of BCPAP cells after NUF2 overexpression. **C** Colony formation of ATC cells transfected with siNUF2. **D** Colony formation of BCPAP cells with NUF2 overexpression. **E** The cell division was determined by CFSE after NUF2 knockdown by siRNA. **F** Apoptosis of ATC cells 48 h after NUF2 knockdown by siRNA. **G**, **H** Cell viability of ATC cells transfected with siNUF2 (Live cells: Calcein-AM, Dead cells: PI). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### NUF2 promoted ATC tumor growth and metastasis in vivo

To investigate the effect of NUF2 on tumor growth in vivo, we implanted control or NUF2-knockdown ATC cells into zebrafish and nude mice. In zebrafish-CDX model, the fluorescence size of ATC xenograft in NUF2-knockdown group was significantly decreased after 3 days (Fig. 3A, B). The fluorescence size of 8505 C and KHM-5M decreased by 2.6 times and 10.2 times compared with those of control, respectively (Fig. 3C). Consistently, growth of ATC xenografts derived from nude mice were remarkably inhibited in NUF2-knockdown group compared with control (Fig. 3D, E). Both tumor volume and tumor weight were dramatically attenuated after deletion of NUF2 (Fig. 3F, G). The IHC staining of mice tumor tissues confirmed that NUF2 knockdown decreased the expression of proliferative nuclear marker Ki67 (Fig. 3H) [40]. In addition, we established orthotopic ATC tumor model in nude mice and found the tumor growth was significantly inhibited by effect of NUF2 knockdown (Fig. 3I, J). After NUF2-KD and control 8505C cells were injected into the tail vein nude mice, we collected images and calculated luciferase activity to dynamically evaluate the lung metastases. The result showed that NUF2 knockdown remarkably decreased the metastatic ability of ATC cells (Fig. 3K, L). Collectively, these results showed that NUF2 promoted the progression and metastasis of ATC in vivo.

**Fig. 3:**
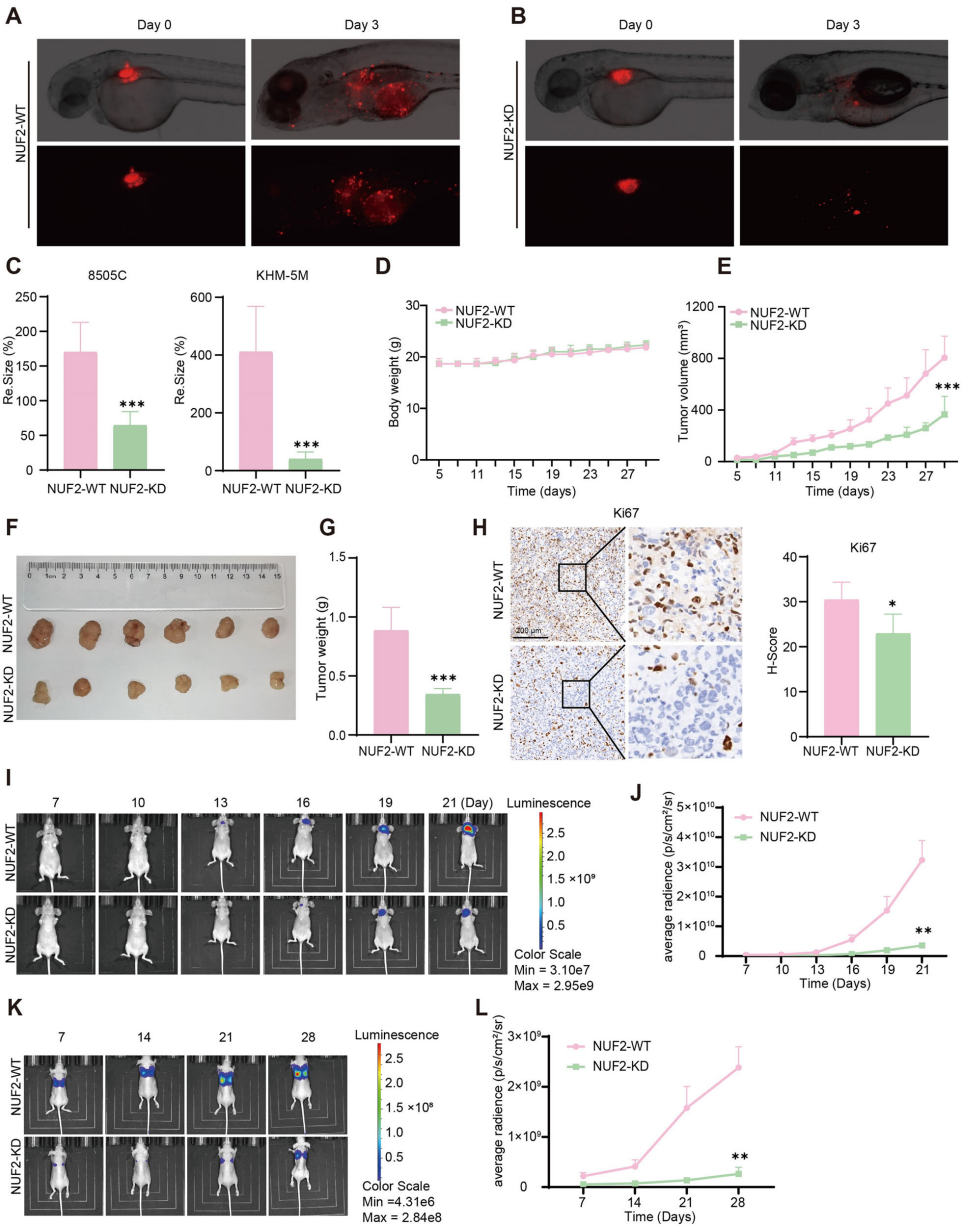
NUF2 promoted ATC tumor growth and metastasis in vivo*.* **A**–**C** Tumor growth from zebrafish-CDX model in control and NUF2-KD groups. **D** Weight growth curve of nude mice. **E, F** The ATC xenograft tumor volume and growth curve in nude mice. **G** Tumor weight of control and NUF2-KD groups. **H** IHC staining of Ki67 in mouse xenografts. **I** Representative images showing luciferase activity in orthotopic ATC tumor xenograft. **J** Luciferase activity curve of orthotopic ATC tumor model. **K, L** The tumor metastasis in nude mice. n = 6 mice per group. Data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### NUF2 was required for the magnesium ion transport in ATC

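RNA was sequenced from the established ATC cell line that the legend of Fig. 4A names, in 3 libraries of cells transfected with control siRNA (siCtrl) and 3 of cells transfected with NUF2 siRNA (siNUF2). The sample labels give 24 h, and the paper's text does not name the time for RNA-seq. The authors trimmed and checked the reads with fastp, aligned them to GRCh38 with HISAT2 and calculated expression with StringTie, and they deposited whole-number counts and FPKM (fragments scaled by transcript length and library size) for each of 32985 genes in each library. The counts on genes were 69755291, 69491522 and 63484734 in siCtrl libraries 1, 2 and 3, and 67321078, 68894922 and 61257859 in siNUF2 libraries 1, 2 and 3. The 10 most abundant genes held between 6.66% and 7.87% of the counts of a library, and mitochondrial genes between 5.46% and 7.06%. From these files, genes with a mean FPKM of at least 1 over the 6 libraries were tested on their counts with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The filter, the test and the treatment of replicate numbers could change the number of genes called. With 3 libraries against 3, an exact two-sided permutation test of one gene cannot give a p below 0.1. That test swaps libraries freely. Where replicate numbers pair the libraries, only 4 of the 10 splits part every pair, so the smallest p is larger.

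NUF2 (ENSG00000143228), which encodes a subunit of the kinetochore NDC80 complex, lies on chromosome 1 from 163266576 to 163355759 in the authors' file. Its FPKM was 14.8, 14.5 and 12.2 in the siCtrl libraries and 1.53, 2.05 and 1.56 in the siNUF2 libraries. The mean was 13.9 ± 1.41 (SD, n = 3) in siCtrl cells and 1.71 ± 0.290 (SD, n = 3) in siNUF2 cells, so that 12.4% of the control level was left. Between 3064 and 4015 counts per siCtrl library and between 380 and 556 per siNUF2 library stood behind these values. The log2 fold change was -2.99 (standard error 0.17, adjusted p = 5.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference larger than the spread between replicates. The standard errors given with log2 fold changes from edgeR were derived. Each is the size of the log2 fold change over the square root of the F statistic. All siNUF2 libraries were below all siCtrl libraries (exact permutation test without pairing, two-sided, p = 0.1). With each library left out in turn, the log2 fold change stayed between -3.14 and -2.90. NUF2 overlaps RGS5 in the file, and the paper's text does not state whether the counting used strand.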

To explore the underlying mechanism of NUF2 in ATC progression, RNA-sequencing (RNA-seq) analysis was performed to compare relative changes of gene expression in siNUF2 and control cells. 

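The paper's rule for DEGs, a fold change above 2 or below 0.5 with p under 0.05 from an F-test comparing nested linear models, was applied to FPKM, with the ratio of the group means as the fold change and log2(FPKM + 1) in the models. Of 32985 genes, 702 passed it, 308 higher and 394 lower in siNUF2 cells. The mean FPKM was under 1 for 566 of these genes and at least 1 for 136. The p in this rule is unadjusted, and 2737 genes had an F-test p under 0.05 before the fold change was considered. Benjamini-Hochberg adjustment of the same test, the alternative that moved the number most, left 14 genes.

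In edgeR's quasi-likelihood test, 468 of 11725 genes had an adjusted p under 0.05, 179 of them higher and 289 lower in siNUF2 cells. The log2 fold change was above 1 in size for 111 of the 468 genes, 36 higher and 75 lower. At an unadjusted p under 0.05 there were 2129 genes. In 2801 genes (23.9%) the 3 libraries of one group all lay above the 3 of the other, against 10% by chance for unpaired libraries. The number depended on the test, with 78 genes for the F-test on FPKM after adjustment and 1705 genes (778 higher, 927 lower) with the replicate number as a block in edgeR. All 468 genes were among these 1705. Across genes, deviations from the group means correlated at 0.344 to 0.446 for libraries with the same number and -0.263 to -0.141 for others. So the numbers pair the libraries, and the 468 genes come from a fit that leaves the pairing out. The adjusted p values from edgeR that are given without a block leave it out too. Both the paper's rule and the adjusted p of edgeR were passed by 112 genes.

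**Figure D1:**
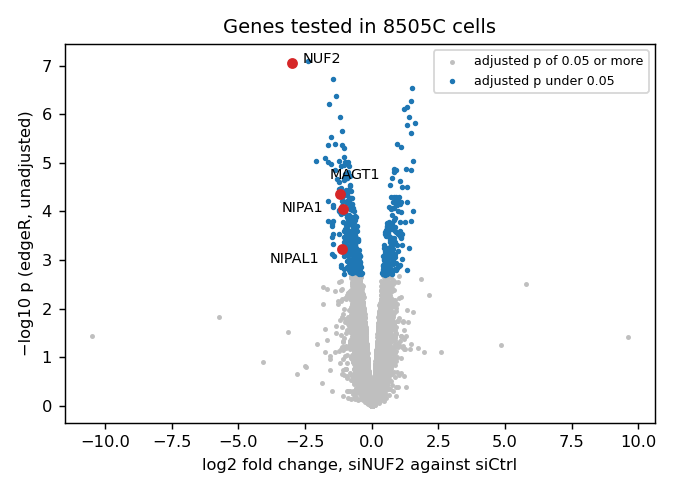
Log2 fold change of each gene tested, siNUF2 against siCtrl cells (horizontal axis), against -log10 of the unadjusted p from edgeR (vertical axis), from 3 libraries per group. Each point is a gene, blue with an adjusted p under 0.05 and grey otherwise, and NUF2 stands at -2.99 on the left with MAGT1, NIPA1 and NIPAL1 named in red.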

Then, we performed GO analysis on the differentially expressed genes and listed the top 20 enriched pathways in Fig. 4A. Notably, magnesium ion transport pathways ranked in the top 3 (Fig. 4A). 

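GO enrichment was computed with the GO terms that the authors' file carries for each gene, over 10095 terms with at least 3 genes among 16749 annotated genes, with a one-sided Fisher's exact test. Of the DEGs by the paper's rule, 290 had an annotation. Magnesium ion transport ranked 5 by unadjusted p of Fisher's exact test (3 of 14 genes, p = 0.00162), magnesium ion transmembrane transport ranked 10 (3 of 15 genes, p = 0.00200) and magnesium ion transmembrane transporter activity ranked 12 (3 of 16 genes, p = 0.00243). All 3 terms were reached through the same genes, MAGT1, NIPA1 and NIPAL1, so they are not independent of one another. Positive regulation of lipid catabolic process ranked 1, with 3 of 6 genes and p = 9.9e-05 in Fisher's exact test. An unadjusted p under 0.05 was reached by 100 terms, and an adjusted p under 0.05 by 0 terms, the smallest being 0.891. When the DEGs that were lower in siNUF2 cells were tested alone with Fisher's exact test, the magnesium terms ranked 1, 2 and 3 with p = 4.5e-04, 5.6e-04 and 6.8e-04. With the fold change taken on the log2(FPKM + 1) scale, magnesium ion transport ranked 259 with MAGT1 as its only gene (Fisher's exact p = 0.0458), with the genes past limma's adjusted p it ranked 188 with MAGT1 and NIPA1 (p = 0.0675), and with the genes past edgeR's adjusted p, an alternative added after the data were seen, it ranked 47 with all 3 genes (p = 0.0144). Without siNUF2 replicate 1, NIPA1 no longer passed the rule and the rank of magnesium ion transport was 56 (Fisher's exact p = 0.0235).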

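MAGT1 (ENSG00000102158), on chromosome X, had an FPKM of 13.3 ± 1.82 (SD, n = 3) in siCtrl cells and 5.75 ± 0.908 (SD, n = 3) in siNUF2 cells, 43.4% of the control level. Its log2 fold change was -1.18 (standard error 0.15, adjusted p = 0.00746 from edgeR's quasi-likelihood test), and it stayed between -1.30 and -1.07 with each library left out in turn. NIPA1 (ENSG00000170113), on chromosome 15, went from 4.87 ± 0.127 (SD, n = 3) to 2.25 ± 0.418 FPKM (SD, n = 3), 46.1% of the control level, with a log2 fold change of -1.09 (standard error 0.15, adjusted p = 0.00953 from edgeR). NIPAL1 (ENSG00000163293), on chromosome 4, went from 1.40 ± 0.217 (SD, n = 3) to 0.642 ± 0.0610 FPKM (SD, n = 3), 45.7% of the control level, with a log2 fold change of -1.11 (standard error 0.20, adjusted p = 0.0261 from edgeR). For each of the 3 genes, every siNUF2 library was below every siCtrl library (exact permutation test without pairing, two-sided, p = 0.1). The falls of MAGT1 and NIPA1 were larger than the spread between replicates, and among the alternatives tried the F-test on FPKM alone put their adjusted p above 0.05, at 0.0904 and 0.0736. NIPAL1 was measured at lower depth, with 277 to 787 counts per library and a mean FPKM of 1.02, just above the filter of 1, and its adjusted p was 0.0557 to 0.0945 in the 6 edgeR fits that each left out one library. In the file NIPAL1 overlaps NFXL1 and CNGA1, and NIPA1 overlaps AC138649. The longest annotated 3′ UTR of each of the 3 genes holds 1 copy of TATGGAA, the sequence that pairs with positions 2 to 8 of the antisense strand of the NUF2 siRNA.

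**Figure D2:**
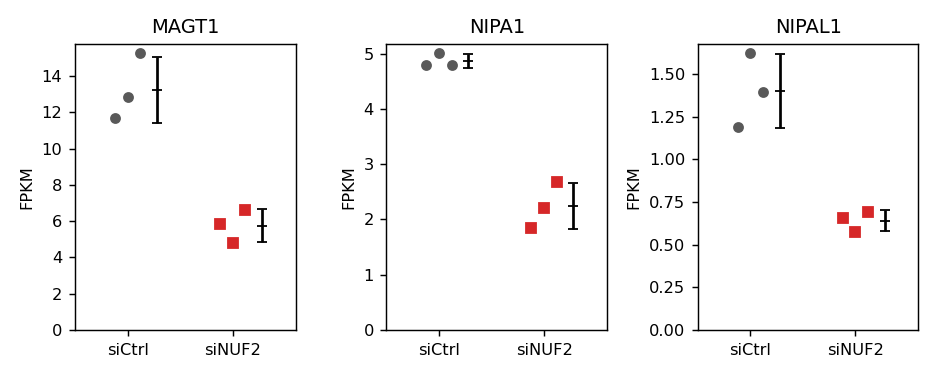
FPKM of MAGT1, NIPA1 and NIPAL1 (vertical axes) in siCtrl and siNUF2 cells of the ATC line of Fig. 4A. Each point is one library, grey circles for siCtrl and red squares for siNUF2, and the bars show the mean and SD of 3 libraries. In all 3 panels the siNUF2 points lie below the siCtrl points.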

The magnesium ion transport pathways consist of three typical magnesium ion transport-related genes (MAGT1, NIPA1, NIPAL1), and they were down-regulated in NUF2-knockdown ATC cells (Fig. 4B). Consistently, the results of qRT-PCR and western blot proved that NUF2 knockdown in ATC cell lines inhibited the mRNA and protein expression level of MAGT1, NIPA1 and NIPAL1 (Fig. 4C, D). Compared with Nthy-ori 3-1, the thyroid cancer cell lines especially ATC cell lines showed a higher level of intracellular magnesium ion concentration (Fig. 4E). The deletion of NUF2 decreased the intracellular magnesium ion concentration in ATC cell lines indicating a potential of NUF2 in regulating magnesium transportation (Fig. 4F). 

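Beyond MAGT1, NIPA1 and NIPAL1, the other magnesium transporters changed less. Of a list of 21 magnesium transporter genes, 17 were tested, 15 were lower in siNUF2 cells and the median log2 fold change was -0.12, from -1.18 (MAGT1) to 0.15 (SLC41A3). With these 3 genes included, the list was lower by camera (adjusted p = 0.00101 over 9 lists) and by fry (adjusted p = 0.0478), but not by camera with the correlation between genes estimated from the data (adjusted p = 0.349), and it passed camera in 3 of the 10 splits of the 6 libraries, the real one included. Its median lay at percentile 7.32 of 10000 random lists matched on expression. Adjusted over the list alone, 5 genes had an adjusted p under 0.05, all lower, and over all genes tested 3 did. As the study named MAGT1, NIPA1 and NIPAL1 from these libraries, neither the list tests nor these numbers are independent evidence. Without them, 12 of 14 genes were lower, with a median of -0.09, and 0 had an adjusted p under 0.05 over all genes tested. The 5 genes past the adjustment over the list alone exceed the 3 named, so they include others of the list. The list without the 3 genes did not pass camera (adjusted p = 0.334) or fry (adjusted p = 0.132), tests added after the data were seen. Among the genes of the magnesium terms, picked after their values were seen, MRS2 had a log2 fold change of -0.53 (adjusted p = 0.0532 from edgeR), ZDHHC13 one of -0.46 (0.126) and NIPA2 one of -0.40 (0.193). With the replicate number as a block, their adjusted p from edgeR was 0.0141, 0.0494 and 0.0184. TRPM7, which is on the list, had a log2 fold change of -0.07 (adjusted p = 0.860 from edgeR). The paper relates NUF2 to magnesium ion transport from the enrichment of these terms, the fall of the 3 genes (Fig. 4A, B), its qRT-PCR and western blot of them (Fig. 4C, D) and the intracellular magnesium ion concentration measured after NUF2 knockdown (Fig. 4F), of which it takes the last as a sign of a potential of NUF2 in regulating it.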

In conclusion, NUF2 was related with the magnesium ion transport process in ATC cells.

**Fig. 4:**
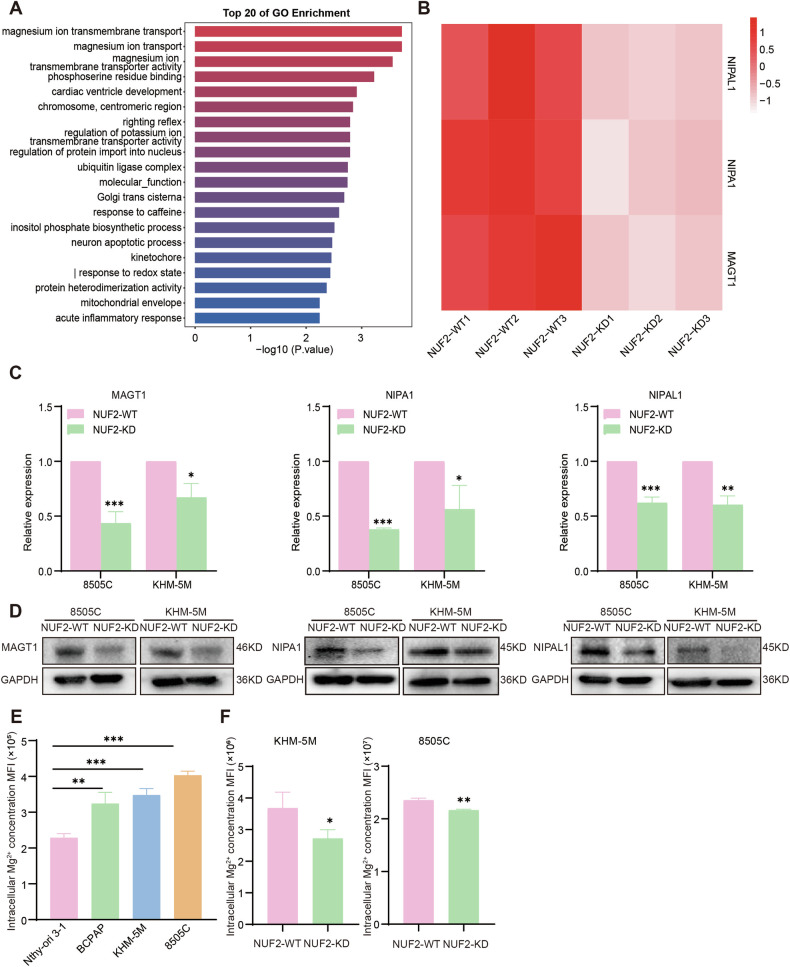
NUF2 knockdown inhibited the magnesium ion transport pathway in ATC. **A** Top 20 of GO enrichment according to the data of RNA-sequencing in 8505C cells which were transfected with siRNA-NUF2 and siRNA-NC, respectively**. B** The expression levels of genes in magnesium ion transport pathway. **C**, **D** The mRNA and protein levels of MAGT1, NIPA1, and NIPAL1 in NUF2-WT and NUF2-KD ATC cells. **E** The intracellular Mg^2+^ concentration of Nthy-ori 3-1, BCPAP, KHM-5M, and 8505C cell lines. **F** The intracellular Mg^2+^ concentration of NUF2-WT and NUF2-KD ATC cells (8505C, KHM-5M). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### NUF2 promoted cell proliferation by regulating magnesium transporters

To uncover the role of magnesium transporters in ATC progression, we knock downed MNN (MAGT1, NIPA1, and NIPAL1) in ATC cells and verified the knockdown efficiency (Fig. S1E, F). Loss of MAGT1, NIPA1, and NIPAL1 showed significantly decreased cell viability and colony formation ability in ATC cells (Fig. 5A, B). In addition, the deletion of magnesium transporters increased the percentage of apoptotic cells (Fig. 5C). Moreover, we further investigated whether MNN is a key mediator of the oncogenic effect of NUF2 in ATC. CCK-8 assay presented that knockdown of MNN abolished NUF2-induced promotion of tumor growth (Fig. 5D). The result of colony formation showed that depletion of MNN abolished NUF2-induced promotion of colony formation ability (Fig. 5E). In general, these results showed that the upregulation of magnesium transporters was partly responsible for NUF2-mediated tumor progression in ATC.

**Fig. 5:**
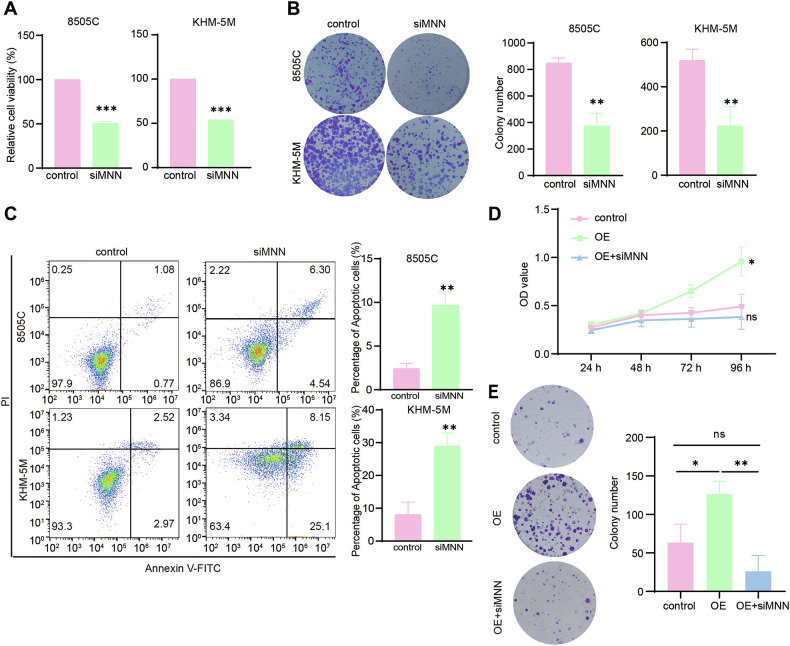
NUF2 promoted cell proliferation by regulating magnesium transporters. **A** Cell viability of 8505C and KHM-5M cells transfected with siMNN (MAGT1 + NIPA1 + NIPAL1) or siRNA-NC. **B** Colony formation of control or siMNN 8505 C and KHM-5M cells. **C** Apoptosis of control and siMNN ATC cells. Growth curve (**D**) and colony formation (**E**) of BCPAP cells with NUF2 overexpression and siMNN. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### NUF2 regulates the transcription of magnesium ion transporters by H3K4me3

Next, we explored the mechanism underlying magnesium signaling regulated by NUF2. Subsequently, MAGT1, NIPA1 and NIPAL1 promoter-luciferase reporter plasmids were constructed and transfected into 293T cells individually. The result of dual-luciferase reporter (DLR) gene assays showed that NUF2 overexpression significantly elevated the transcriptional activity of MNN (Fig. 6A). Considering that histone modification is essential for modulating the transcription of downstream genes, we sought to assess the possible histone modification at the promotor of MNN in thyroid glands. Based on the prediction of the SCREEN database (https://screen.encodeproject.org/), we found that the mean max-Z score of H3K4me3 was higher than H3K27ac at the promoter of MNN in four thyroid tissues, indicating that H3K4me3 might regulate the transcription of MNN (Fig. 6B). Immunofluorescence staining showed that H3K4me3 and NUF2 were highly expressed in 8505 C and they were expressed in the same site of nuclear (Fig. 6C). In addition, CoIP assay also demonstrated the interaction between H3K4me3 and NUF2 (Fig. 6D). According to the prediction of the SCREEN database, we designed and synthesized the corresponding primers (Table 3) for ChIP-qPCR. The result showed that NUF2 knockdown significantly inhibited H3K4me3 occupancy on the MNN promoter (Fig. 6E–G). Taken together, these findings demonstrated that NUF2 regulates the transcription of magnesium transporters by H3K4me3.

**Fig. 6:**
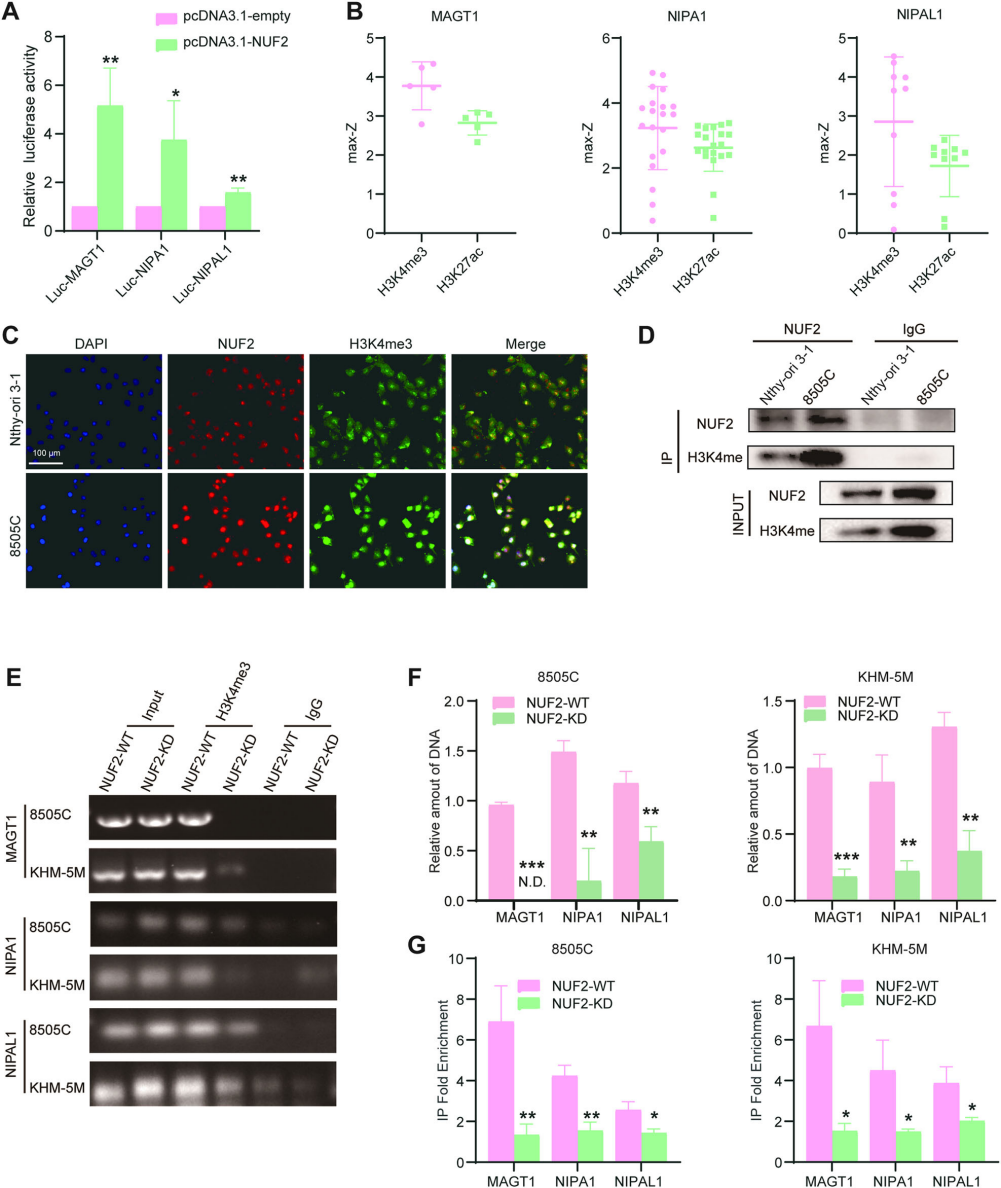
NUF2 regulate the transcription of magnesium ion transporters by H3K4me3. **A** Relative luciferase activity in 293T cells treated with pcDNA3.1 empty vector and NUF2 plasmids. **B** Max-Z score of H3K4me3 and H3K27ac in the thyroid glands of four patients. **C** Double immunofluorescence for NUF2 and H3K4me3 in 8505 C and Nthy-ori 3-1 cells. **D** Coimmunoprecipitation (CoIP) assay of NUF2, H3K4me3 and H3K27ac. **E**–**G** The abundance of H3K4me3 at the MAGT1, NIPA1 and NIPAL1 promoters in ATC cell lines was analyzed by chromatin immunoprecipitation. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### NUF2-mediating magnesium homeostasis affected the efficiency of protein synthesis

It has been demonstrated that intracellular Mg^2+^ plays a central role in the regulation of DNA and protein synthesis [7]. Therefore, we detected the nascent proteins in cells used a protein synthesis assay kit and the protein synthesis in NUF-KD ATC cells were significantly inhibited. Consistently, there were fewer nascent proteins in cells that simultaneously knocked down MAGT1, NIPA1, and NIPAL1 (Fig. 7A–C). It has been verified that the PI3K/Akt/mTOR pathway participated in the protein synthesis, and Mg^2+^ could regulate the activation of the PI3K/Akt/mTOR pathway [41]. Thus, we try to explore whether NUF2-mediating magnesium homeostasis affected the efficiency of protein synthesis by PI3K/Akt/mTOR pathway. The Spearman correlation analysis demonstrated the positive correlation between the expression level of NUF2 and mTOR signaling in ATC samples (Fig. 7D). Compared with NUF2-WT group, the expression level of p-mTOR was lower in NUF2-KD mouse xenograft tissues (Fig. 7E). Furthermore, we tested the IC50 of mTOR inhibitor RAPA (Fig. S3) and RAPA at the concentration of IC50 was added to BCPAP cells. The result showed that the increased protein synthesis induced by NUF2 overexpression could be partially weakened by mTOR inhibition (Fig. 7F, G). The knockdown of NUF2 or MNN inhibited the phosphorylation of PI3K/Akt/mTOR in ATC cells (Fig. 7H). Moreover, we demonstrated the rescue effects of MNN for the upregulation of PI3K/Akt/mTOR pathway induced by NUF2. The promoting effect of NUF2 overexpression on PI3K/Akt/mTOR pathways could be in part reversed by MNN knockdown (Fig. 7I). These experiments indicated NUF2-mediating magnesium homeostasis affected PI3K/Akt/mTOR pathway, then influencing the efficiency of protein synthesis.

**Fig. 7:**
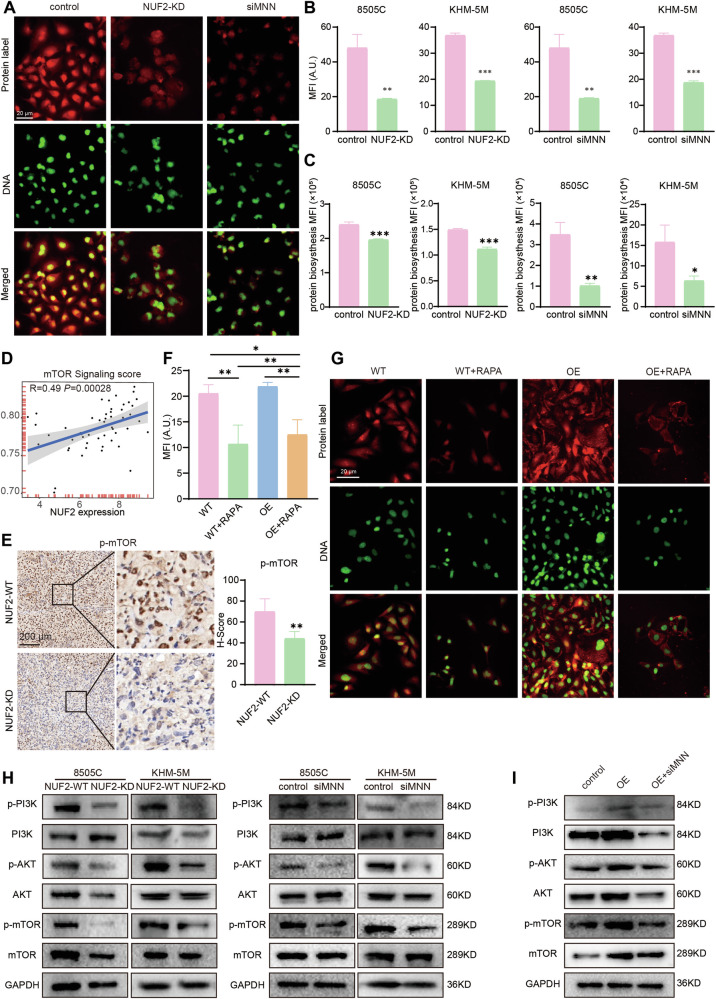
NUF2-mediating magnesium homeostasis affected the efficiency of protein synthesis by PI3K/Akt/mTOR pathway. **A**–**C** Nascent proteins in ATC cells transfected with siNUF2 or siMNN. **D** Spearman correlation analysis of mTOR signaling score and NUF2 expression in ATC samples. **E** IHC staining of p-mTOR in mouse xenografts. **F**, **G** Protein synthesis in WT and NUF2-OE BCPAP cells treated with mTOR inhibitor RAPA. **H** Western blot analysis of PI3K/Akt/mTOR signaling followed by NUF2 knockdown or siMNN. **I** Western blot analysis of PI3K/Akt/mTOR signaling followed by NUF2 overexpression and siMNN. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

ATC is the most fatal subset of TC [1] and is characterized by a rapid growth rate which results in neck compression symptoms and death [3, 4]. NUF2 has been reported upregulated in various kinds of cancers including colorectal, gastric, breast, renal, and ovarian cancer [29, 30, 32, 42, 43]. Deletion of NUF2 can significantly inhibit the tumorigenesis and progression of cancers in vitro and in vivo [44–46]. However, there were little study on the function of NUF2 in ATC. In our study, we confirmed that NUF2 is a crucial regulator for protein synthesis in ATC. NUF2 transcriptionally regulates the expression of magnesium transporters by affecting H3K4me3 abundance at the promoter, thereby mediating magnesium homeostasis and promoting protein synthesis, which finally drives ATC progression.

NUF2 has been widely known as a constituent part of the NDC80 kinetochore complex and participated in maintaining the stability of kinetochore-microtubule attachments and chromosome alignment in mitosis. Consistent with its function, NUF2 was widely considered to play a pro-tumor role by regulating cell division and DNA replication [29, 34]. We found that NUF2 knockdown induced karyoklasis and increased the separation error percentage in ATC. High rates of separation error rates led to cell death and tumor suppression [47]. Recent research also revealed that NUF2 may drive cancer progression through other mechanisms. For example, NUF2 was identified as a new cancer stem cell indicator in breast cancer [30]. In ovarian cancer, NUF2 contributed to tumor initiation and development through PI3K-AKT and MAPK signaling axes mediated by ERBB3 [42, 43]. In addition, NUF2 can also facilitate the development of cholangiocarcinoma through p38/MAPK signaling by suppressing the p62 binding of TFR1 and affecting its autophagic degradation [31]. NUF2 acts as an oncogene in renal cancer by affecting the expression of HMGA2 by KDM2A-mediated H3K36me2 demethylation [32]. Our finding showed that NUF2 was required for the survival and tumor growth of ATC, which was dependent on NUF2-mediated magnesium ion homeostasis. 8505C cell line was from an ATC tissue while KHM-5M cell line was from a pleural metastasis. The differences in genetic background between the 8505C cell line and the KHM-5M cell line may contribute to their difference in cell proliferation and apoptosis. In our research, 8505C cell lines showed higher expression level of NUF2 than KHM-5M. Compared with 8505C cell line, knockdown of NUF2 inhibited the proliferation and induced cell apoptosis in vitro more dramatically in KHM-5M cell line. In the CDX model of zebrafish, knockdown of NUF2 resulted in more significant tumor suppression in KHM-5M cells than in 8505C cells.

Magnesium is an essential ion that plays an indispensable role in various kinds of cellular processes including cell proliferation, migration, and apoptosis [48]. Magnesium was normally regarded as ‘second messenger’ to regulate multiple reactions involving the response to growth factors that eventually lead to cell division [49]. The efficiency of protein and DNA synthesis increased sharply with small increases of intracellular Mg^2+^ in the physiological range [8]. Hypomagnesemia has been shown to prevent angiogenesis and tumor growth [15]. The intracellular magnesium concentration was regulated by some magnesium transporters including NIPA1, NIPAL1, and MAGT1 [10–13]. These magnesium transporter genes also be related with cancer progression. For example, NIPA1 [18, 19] and NIPAL1 [20, 21] were related with poor prognosis of cancers, and MAGT1 knockdown inhibited tumor progression [16, 17]. The result of our study has demonstrated that NUF2 is involved in the magnesium ion transport in ATC. Furthermore, we found that NUF2 regulated the transcription of magnesium transporters by increasing the abundance of H3K4me3 at the promoter, which is regarded as one of the most recognized epigenetic marks of active transcription [50].

The dysregulation of protein synthesis is a distinctive feature of the cancer cells. The rapid proliferation of cancers requires the synthesis of large amounts of proteins in cells [6]. The active protein synthesis was supported by increased eukaryotic initiation factor and ribosome biogenesis [23–26], thereby promoting the aggressiveness and chemoresistance of ATC. However, the exact mechanism underlying protein synthesis in ATC still remains unknown. The PI3K/Akt/mTOR signaling is essential for the regulation of many basic cellular processes including protein synthesis and the dysregulation of PI3K/Akt/mTOR signaling is associated with cancer progression [41]. It has been reported that magnesium influx mediated by TRPM7-regulated signaling throughout the PI3K/Akt/mTOR pathway [51, 52]. Besides, studies have shown that mTOR may be a magnesium-sensitive crucial regulator of protein synthesis related with proliferative signaling [49]. This evidence supports the hypothesis that magnesium ions influence protein synthesis by PI3K/AKT/mTOR pathway. Therefore, we try to establish a link between NUF2-mediating magnesium homeostasis and protein synthesis. It has been shown in our study that the knockdown of NUF2 or magnesium transporters significantly inhibited PI3K/Akt/mTOR signaling and protein synthesis efficiency.

In conclusion, our study showed that NUF2 epigenetically promotes the transcription of magnesium transporters and facilitates Mg^2+^-dependent protein synthesis by activating PI3K/Akt/mTOR pathway, thereby driving the malignant phenotype of ATC.

## Supplementary information

Supplementary Material

Orinigal Western blot

## Data Availability

The data supporting the conclusions of this paper have been provided in this paper and GEO database. In addition, all data for this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Maintenance of magnesium homeostasis by NUF2 promotes protein synthesis and anaplastic thyroid cancer progression
**Source:** Cell Death Dis. 2024 Sep 6;15(9):656. doi: 10.1038/s41419-024-07041-6
**Supplement:** Supplementary file 1 — Supplementary Material

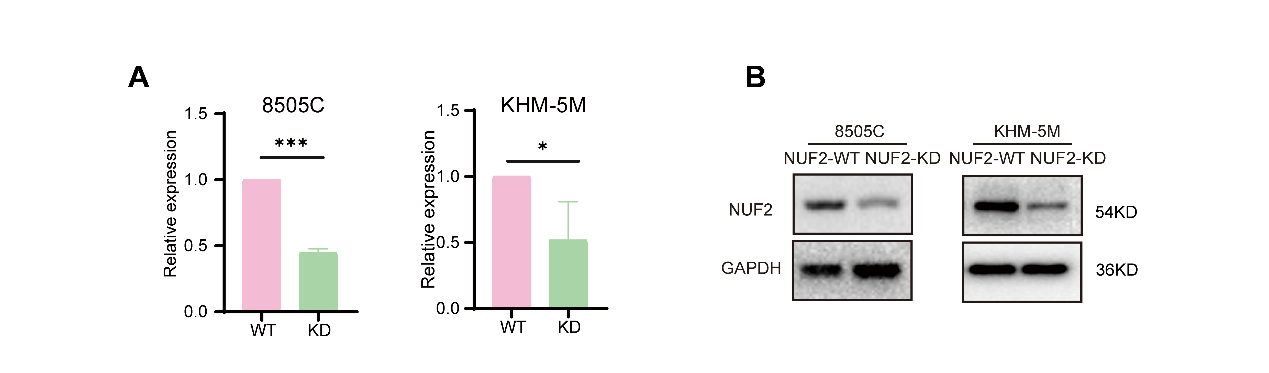

**Fig.S1. The knockdown efficiency of NUF2 in ATC cells analyzed by q-PCR and western blot.**

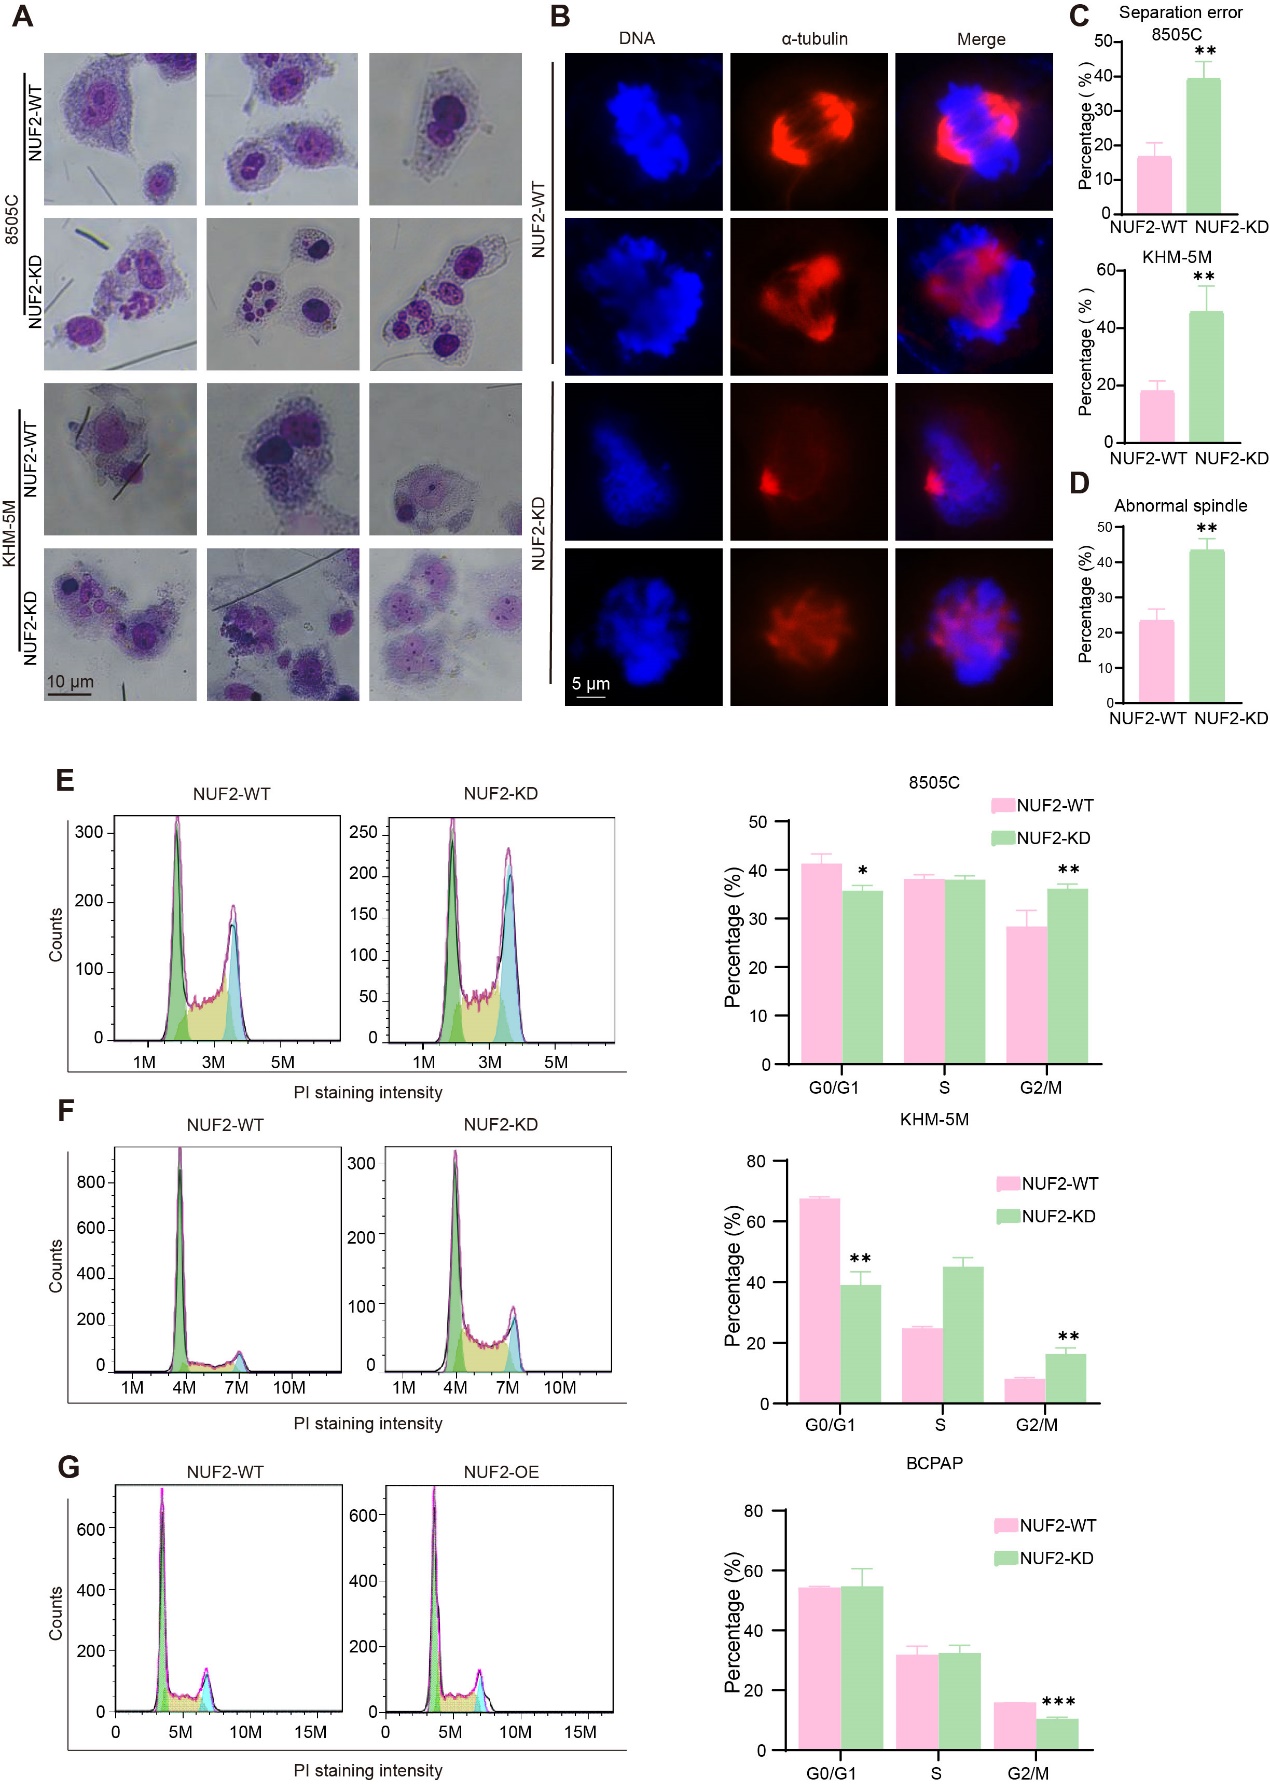

**Fig.S2. NUF2 involved in cell division (A)** Giemsa staining of ATC cells after NUF2 silence. **(B)** Tubulin IF staining of ATC cells after NUF2 silence. **(C-D)** Separation error percentages and abnormal spindle percentages of NUF2-WT and NUF2-KD ATC cells. **(E-G)** Cell cycle of ATC cells transfected with siRNA-NUF2 or siRNA-NC. **(H)** Cell cycle of NUF2-WT and NUF2-OE BCPAP cells. **(G)** The expression of NUF2 in different cell cycle phases.

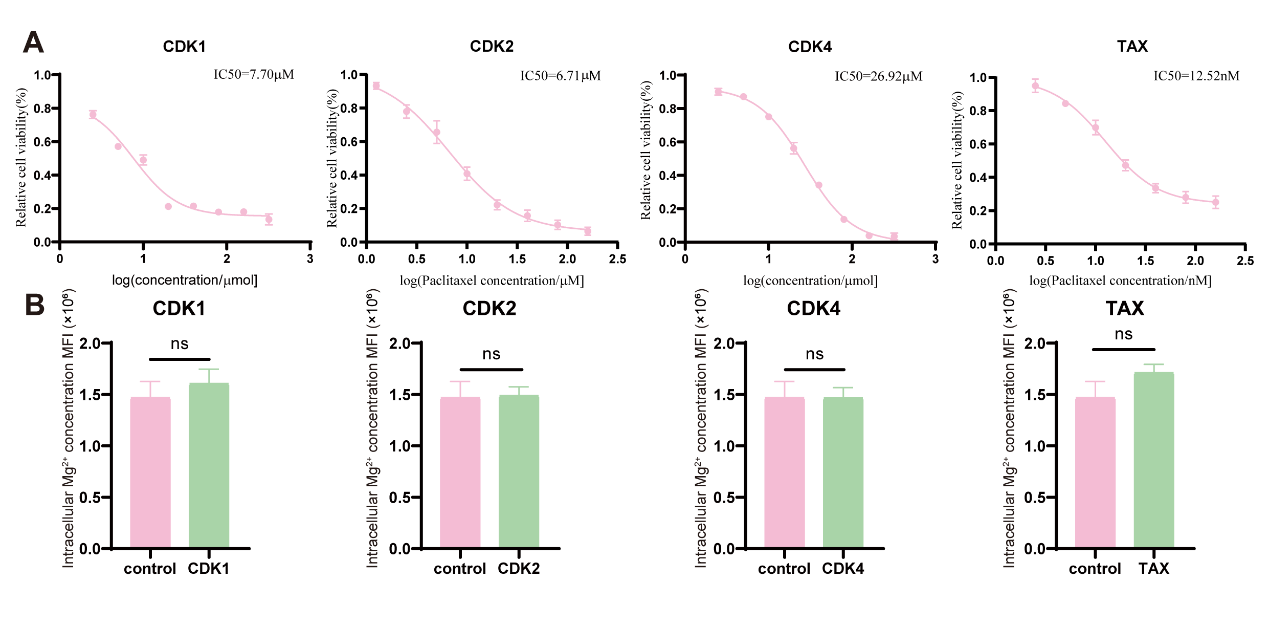

**Fig.S3. Expression of NUF2 in ATC and clinical relevance. (A)** The half maximal inhibitory concentration (IC50) of cell cycle inhibitor to 8505C cells. **(B)** The intracellular magnesium ion concentration in cancer cells treated with of cell cycle inhibitor.

How the deposited data were processed for this re-analysis (not part of the article)

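RNA-seq of the ATC cell line named in the legend of Fig. 4A was analysed, with 3 libraries of cells transfected with control siRNA and 3 of cells transfected with NUF2 siRNA. The condition and replicate number of each library came from the sample labels, which the columns of Fig. 4B match in number. The authors' quality control with fastp, alignment to GRCh38 with HISAT2 and calculation with StringTie precede the deposited values. The text gives no versions, no annotation release and no strand setting. The authors deposited FPKM, which are scaled by transcript length and library size, and counts, which are whole numbers per gene without normalization. The tool that made the deposited counts is not named in the text. All 12 columns of per-sample values were used.

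The total count per library was between 61257859 and 69755291. The counts of replicate libraries differed by far more than sampling noise (chi-square per degree of freedom from 90.1 to 132), so no library was counted as a copy of another. The common dispersion of edgeR was 0.0452, and 0.0218 with the replicate number as a block. Whether replicate numbers pair the libraries was checked with the correlation of deviations from the group means across genes. Libraries with the same number in siCtrl and siNUF2 had correlations from 0.344 to 0.446, and libraries with other numbers from -0.263 to -0.141, so the numbers pair the libraries. Neither the labels nor the paper's text says what a number shares.

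The tests had been planned for FPKM, with limma on log2(FPKM + 1). Since the file also holds counts, edgeR's quasi-likelihood test on the counts took that place, with the filter kept as planned (mean FPKM of at least 1), and limma on log2(FPKM + 1) became an alternative. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The genes changed are those with a Benjamini-Hochberg adjusted p under 0.05. The paper's rule for DEGs was computed separately on FPKM, with no filter on low values, since the text states none. GO enrichment used the terms carried by the deposited file, with a one-sided Fisher's exact test and terms of at least 3 genes, where the paper used DAVID. Gene lists written beforehand (magnesium transporters, kinetochore, G2/M genes, p53 targets, PI3K/Akt/mTOR genes, translation initiation, ribosomal proteins, H3K4 methylation and interferon response) were tested with camera at a correlation of 0.01.

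The 3′ UTRs came from GENCODE release 44, taking the longest per gene of at least 50 nt. For every 7-base word present in at least 100 genes, the log2 fold change was regressed on the presence of the word with the log2 length and GC content of the 3′ UTR as 2 covariates. Words were ranked by z, the coefficient over its standard error. Such words included the site of the NUF2 siRNA seed. Oligonucleotide sequences printed in the paper were matched exactly to the GRCh38 genome and to the transcripts.

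The genes named were fixed beforehand. They are the genes the paper names, the partners of NUF2 in the NDC80 complex, the magnesium transporters as a group, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 whose libraries did not overlap between groups. Genes outside this rule are marked where they appear.

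Before use, the code was tested on simulated data. Counts were drawn from the means and sizes of the real libraries with 200 genes changed, of which 189 were among the 11734 tested. edgeR recovered 148 of them (78.3%) with 8 false calls. A planted GO term ranked 1, with a smaller fold change cut than the paper's rule and a mean FPKM of at least 1. A word planted as a shift of -0.1 in the fitted log2 fold changes, not in the counts, ranked 1, so its rank tests the regression alone. A planted gene list passed with 0 other lists. The simulated genes were independent and the libraries unpaired, so this says little about correlated genes or paired libraries.

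The alternatives tried were another pseudocount, no filter and a filter at a mean FPKM of 5, median scaling, quantile normalization, the F-test of the paper, the replicate block, leaving out each library in turn, size factors of DESeq2 in edgeR, and DESeq2 itself. For the paper's rule they also included a library covariate (a sum of low values under the 75th percentile). Experiments of the paper on other cell lines, on animals, and by qPCR, western blot, luciferase reporter, ChIP or magnesium assay were not analysed here.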

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

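The ranks of TATGGAA and of the passenger strand's word were planned before the data were examined, and the comparisons by region and by number of sites, the count of lower genes without the 6-base site and the other splits were set before their results were seen. The rule that picked the genes with the largest rises and falls and the fits without one library were also set beforehand. All other tests in this part were chosen only after the result was seen.

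TATGGAA is the 7-base site for the seed of the NUF2 siRNA, positions 2 to 8 of its antisense strand. It stands out because the paper reports nothing on genes by 3′ UTR sequence. Over 10235 genes, those with TATGGAA in the 3′ UTR had a log2 fold change lower by a coefficient of -0.14 (standard error 0.0097), at rank 2 of 16079 words from the lowest z. Rank 1 was ATGGAAA (-0.13), which is the same site shifted by one base, with A opposite position 1. The passenger strand's word TTCACGG had a coefficient of -0.02 at rank 3382, so the table argues against that strand. Among the 210 words of the same bases as TATGGAA, 1, TATGGAA itself, had a z as low, which argues against base composition, GC content or length of the 3′ UTR. Seed pairing also predicts differences between kinds of sites, and these were present. The coefficient was -0.25 for the 8-base site and -0.05 for the 6-base site alone (difference -0.20, standard error 0.0177). It was -0.12 for 1 site and -0.22 for 2 or more (difference -0.10, standard error 0.0221). It was -0.13 for the 3′ UTR and -0.07 for the coding sequence (difference -0.0656, standard error 0.0144). In 1 of the 10 splits of the 6 libraries, the real one, the z of TATGGAA was as large (14.7 in size, against 3.52 to 8.08 in the others). As 10 splits cannot give a share under 0.1, that count decides nothing alone. These values are consistent with direct silencing through the seed of the siRNA as a hypothesis for part of the expression change.

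The genes with the largest falls after NUF2 were TXNL4A (log2 fold change -2.38), KLHL5 (-2.08), IPPK (-1.75) and MDFIC (-1.65), none of which the paper discusses. The 3′ UTRs of TXNL4A and KLHL5 hold 1 TATGGAA each, and those of IPPK and MDFIC hold 0, although IPPK holds 3 copies of the 6-base site ATGGAA and MDFIC holds 1 ATGGAAA. Without siCtrl replicate 1 or without siNUF2 replicate 1, the adjusted p of MDFIC from edgeR was 0.0540 or 0.0685. Over all lower genes with a 3′ UTR, 176 of 284 (62.0%) held TATGGAA, against 17.2% of genes not past the threshold (odds ratio 7.87, Fisher's exact test, p = 3.6e-61). When the 6-base site ATGGAA in the 3′ UTR or the coding sequence was counted, 3 of 284 lower genes (1.06%) lacked it, against 32.2% of genes not past the threshold (odds ratio 0.0225, Fisher's exact test, p = 3.6e-42). An adjusted p of 0.05 allows about 14.2 false calls among 284. Neither Fisher comparison accounted for sequence length, and a longer sequence holds a given word more often. In the regression with 3′ UTR length as a covariate, TATGGAA ranked 2 of 16079 words, but coding length was not a covariate. Within that limit, the values argue against a cause apart from the seed, such as loss of NUF2, for these genes as a set. For any single gene it stays open, because genes without a response also hold the site. A difference in library size or a few abundant genes would move genes alike whatever their 3′ UTR holds, so the odds ratio of 7.87 argues against both as the cause for the whole set. With the replicate number as a block, 899 lower genes had a 3′ UTR. Of these, 40.5% held TATGGAA, against 16.4% of genes not past the threshold (odds ratio 3.46, Fisher's exact test, p = 2.8e-58), and 77 (8.57%) lacked the 6-base site, against 33.2% (odds ratio 0.188, Fisher's exact test, p = 1.5e-63). Here too, within the same limit on length, the values argue against a cause apart from the seed for the set as a whole. But 77 is more than the 45 or so false calls that the adjusted p allows, which argues against the seed alone for that set. Of the 77, 74 were among the 615 genes lower only with the block. For them loss of NUF2 and effects that follow from silenced genes stay open. A candidate explanation for most of the lower genes without the block, and for part of those with it, is silencing by the siRNA itself. A second NUF2 siRNA or a rescue was not among these libraries. IPPK overlaps CENPP and KLHL5 overlaps AC079921 in the file, so their values carry that uncertainty.

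The genes with the largest rises were NOLC1 (1.61), TRIM52 (1.56), TPM4 (1.56), BICD2 (1.51) and EMC6 (1.49), which the paper does not discuss. Genes with TCGGAGA in the 3′ UTR had the highest z of all words (8.82, coefficient 0.17, standard error 0.0197), and the overlapping word CGGAGAA ranked 2 from the highest z. Among the 419 words of the same bases, 1, TCGGAGA itself, had a z as high, which argues against base composition or length. NOLC1, TPM4 and BICD2 hold 1 copy each. Of the higher genes, 29 of 174 (16.7%) held the word, against 3.13% of genes not past the threshold (odds ratio 6.19, Fisher's exact test, p = 6.4e-13). A word that marks higher genes is what a seed of the control siRNA could leave, since its targets are lowered in siCtrl cells. The paper's text does not give that sequence, so this stays a hypothesis. Most of the higher genes lack the word, so it leaves most rises open. With the replicate number as a block, 69 of 727 (9.49%) held it, against 2.92%. The odds ratio of 6.19 argues against library size or a few abundant genes as the cause for the whole set here too. Loss of NUF2 stays open for the higher genes as untested. TRIM52, TPM4 and EMC6 overlap other genes in the file.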

How the results depend on the processing

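The alternatives were set before the data were examined, apart from limma on log2(FPKM + 1), edgeR with the size factors of DESeq2, DESeq2 itself, edgeR in place of the F-test or as the source of genes for GO, the seed site with A opposite position 1 and the shares of lower genes with a site, which were added after the file was seen to hold counts or after the data were seen.

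NUF2 stayed lower with an adjusted p under 0.05 in all 16 alternatives. MAGT1 and NIPA1 did so in 15 of 16 and 14 of 15. Under the unmoderated F-test on FPKM, MAGT1 had a log2 fold change of -1.08 (adjusted p 0.0904) and NIPA1 one of -0.86 (adjusted p 0.0736). NIPAL1 stayed lower in all 15 of its alternatives and passed the threshold in 3, the replicate block, DESeq2's size factors and DESeq2. Its log2 fold change was -1.10 with no filter (adjusted p 0.0825), -1.01 with pseudocount 0.1, -0.53 with median scaling, -0.51 with quantile normalization, -0.55 with the F-test and -0.55 with limma on log2(FPKM + 1). Across the 6 fits that each left out one library it was from -1.21 to -0.99 (adjusted p 0.0557 to 0.0945). With a mean FPKM of at least 5, NIPA1 and NIPAL1 were not tested, so there is no value. The fits with one library fewer hold fewer samples. For the other settings the cause was not tested.

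The number of genes changed was 468, and it was 188 with no filter, where more genes share the adjustment, 78 with the unmoderated F-test on FPKM and 972 with DESeq2. The replicate block gave 1705 genes. It was from 124 to 251 genes across the 6 fits that each left out one library, lowest without siNUF2 replicate 1. The replicate block changed the call of MRS2, ZDHHC13 and NIPA2. It changed no other call among the named genes, the gene lists and the 3 magnesium GO terms, nor the rank of TATGGAA. It also changed the reading of the seed as the only cause of the falls. Lower genes without the 6-base site numbered 3 without the block and 77 with it, and the 77 argue against the seed alone. In 1 of the 10 splits of the 6 libraries, the real one, were as many as 468 genes changed, and the other splits gave at most 1. The real split parts 3 pairs of replicate numbers. The 3 others that do so gave 0 genes each, but 10 splits cannot give a share under 0.1. The 4 splits that part 3 pairs allow only a larger share.

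Genes past the paper's rule numbered 702, and 58 with the fold change on the log2(FPKM + 1) scale, 136 with a mean FPKM of at least 1 and 14 with Benjamini-Hochberg adjustment, since each asks more of a gene. With the library covariate the total was 635, but the split moved from 308 higher and 394 lower to 454 higher and 181 lower, and 312 of the genes were shared. Leaving out one library gave from 834 to 881 genes, with 411 to 450 of the 702 shared, and the direction moved with the group that lost a library, from 260 to 287 higher genes without a siCtrl library and from 511 to 519 without a siNUF2 library. In 2 of the 10 splits there were as many genes past the rule. The other was a split that parts 1 pair, with 727 genes, while splits that part 1 pair gave from 504 and the other splits that part 3 pairs gave 381 to 391.

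The p of magnesium ion transport was 0.00162. With the genes past limma's adjusted p it was 0.0675, and NIPAL1 was not among those genes. Without siNUF2 replicate 1 it was 0.0235, as NIPA1 no longer passed the rule. In the other alternatives run for GO it stayed under 0.05, up to 0.0458 with the fold change on the log2(FPKM + 1) scale. No GO p was computed with the library covariate, pseudocount 0.1 or median scaling. The background of all annotated genes was the same set, so that alternative tests nothing. In 1 of the 10 splits, the real one, was the p as small, and the smallest in another split was 0.162.

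By camera, 2 of 9 lists passed, magnesium transporters and ribosomal proteins (median 0.10, adjusted p 0.0123, higher for 73 of 78 genes). The number of lists was 1 with fry, 0 with camera and an estimated correlation, 1 with a mean FPKM of at least 5, 1 with quantile normalization and from 1 to 3 across the fits that each left out one library. Ribosomal proteins lost the call in fry (0.590), with the estimated correlation (0.913), with a mean FPKM of at least 5 (0.112), with quantile normalization (0.142), without siCtrl replicate 3 (0.105) and without siNUF2 replicate 2 (0.848). As 6 of the 10 splits gave as many lists, and ribosomal proteins passed in 8 and magnesium transporters in 3, camera with a preset correlation says little here. Without MAGT1, NIPA1 and NIPAL1, which the study named from these libraries, the magnesium transporters had an adjusted p of 0.334 with camera, 0.132 with fry, 0.655 with the estimated correlation and 0.282 with the replicate block, all added after the data were seen. Interferon response passed without siNUF2 replicate 3 alone (median -0.76, adjusted p 0.0119), against a median of 0.06 over all libraries, so 1 library decides it.

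List medians near 0 changed sign. PI3K/Akt/mTOR genes (-0.0012) had 0.0029 with no filter, 0.0622 with a mean FPKM of at least 5, 0.00027 with the block, 0.0020 with median scaling and 0.0137 with quantile normalization. Translation initiation (0.0135) had -0.0068 with a mean FPKM of at least 5, -0.0049 with limma on log2(FPKM + 1), -0.0050 with pseudocount 0.1 and -0.0078 with quantile normalization. H3K4 methylation (0.0097) had -0.0074 with limma and -0.0088 with pseudocount 0.1. Interferon response had -0.0045 with no filter, -0.0593 with the block, -0.0400 with limma, -0.0771 with pseudocount 0.1, -0.0226 with median scaling and -0.0034 with quantile normalization. Across the fits that each left out one library, the medians ran from -0.76 to 0.45 for interferon response, from -0.0297 to 0.0315 for PI3K/Akt/mTOR genes, from -0.0207 to 0.0566 for translation initiation, from -0.0112 to 0.0567 for H3K4 methylation, from -0.0349 to 0.0447 for G2/M genes and from -0.19 to 0.0415 for p53 targets. The log2 fold changes of single genes ran from -0.36 to 0.0554 for SPC24, from -0.13 to 0.0063 for MTOR, from -0.0648 to 0.38 for HMGA2, from -0.19 to 0.80 for ERBB3 and from -0.17 to 0.12 for TRPM7. The cause was not tested.

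TATGGAA stayed at rank 2 by z of the words tested in every fit of that word, with a coefficient from -0.15 to -0.14 across the fits that each left out one library. The passenger strand's word had -0.0192, which is a different sequence. Of the lower genes with a 3′ UTR, 62.0% held TATGGAA and 1.06% lacked the 6-base site. With the replicate block the shares were 40.5% and 8.57%, and with DESeq2 50.5% and 3.83%. In the other alternatives, those without one library included, they ran from 48.0% to 70.5% and from 0% to 1.6%. The replicate block and DESeq2 call more genes, and whether that is why the shares moved was not tested. For the other named genes, 210 values kept their side of the threshold in the settings that kept all libraries, 11 lost it (KDM2A in 6, and KLHL5, MDFIC, NOLC1, TRIM52 and TPM4 with the F-test) and 1 gained it (GAPDH with quantile normalization).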

Differences from the paper's values

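The paper's p for magnesium ion transport is about 0.0002 in Fig. 4A (about 3.7 on the -log10 scale), read by eye, and the value here was 0.00162 (2.79). For magnesium ion transmembrane transport the paper's p is about 0.0002 in Fig. 4A (about 3.7), read by eye, and the value here was 0.00200 (2.70). For magnesium ion transmembrane transporter activity the paper's p is about 0.00025 in Fig. 4A (about 3.6), read by eye, and the value here was 0.00243 (2.61). Every one of the 14 alternatives run for GO and set before the data were examined left the p more than 1.5 times the paper's for each term. The library covariate, with which 312 of the 702 genes still passed the paper's rule, was not among these alternatives. The 1.5 applies to p itself, not to the -log10 values that were read by eye. The closest alternative, with a mean FPKM of at least 1, gave 3.3e-04, 3.3e-04 and 4.2e-04. On the -log10 scale these are 3.48, 3.48 and 3.37, against about 3.7, 3.7 and 3.6 in the paper. The genes that fell, tested alone, gave 4.5e-04, 5.6e-04 and 6.8e-04. The EASE score, the statistic of DAVID, which the paper used, lay further from the paper, with 0.0237, 0.0270 and 0.0306 (ranks 9, 11 and 12).

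The paper places these terms at the top of its GO ranking, and here they ranked 5, 10 and 12. With the genes that fell alone they ranked 1, 2 and 3, and with a mean FPKM of at least 1 they ranked 1, 1 and 4. Both alternatives were set before the data were examined. Fig. 4A also lists kinetochore and a centromeric region term among the leading terms, and here these ranked 863 and 588.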

Other observations

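The chance of finding the word in 3 long 3′ UTRs was set as a test before its result was seen. The tests on the genes of the magnesium terms were chosen only after the result was seen.

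MAGT1, NIPA1 and NIPAL1 were lower in siNUF2 cells, and both loss of NUF2 and the seed of the siRNA are hypotheses for this fall. Their 3′ UTRs of 3473, 5550 and 4001 nt hold 1 TATGGAA each. In NIPA1 and NIPAL1 an A follows the word, which makes it the 8-base site, and in MAGT1 a C follows it. In the order MAGT1, NIPA1 and NIPAL1, ATGGAAA occurs 0, 1 and 3 times. The 6-base site ATGGAA, counted inside the longer sites too, occurs 2, 2 and 4 times. In GRCh38 the site is on chromosome X from 77828977 to 77828983 for MAGT1, on chromosome 15 from 22829122 to 22829128 for NIPA1 and on chromosome 4 from 48037849 to 48037855 for NIPAL1. With 20 nt on each side in the mRNA, the sites read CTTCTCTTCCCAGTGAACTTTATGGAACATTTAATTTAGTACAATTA in MAGT1, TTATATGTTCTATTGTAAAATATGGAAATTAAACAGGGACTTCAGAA in NIPA1 and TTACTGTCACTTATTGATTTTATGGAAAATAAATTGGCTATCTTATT in NIPAL1. Of the 500 genes nearest in 3′ UTR length, 26.8%, 41.8% and 29.8% hold the word, and the chance that 3 of 3 such genes hold it is 0.0334. As these genes were named because they fell, that value decides nothing. Their log2 fold changes lie at percentiles 1.49, 2.08 and 2.03 among genes with the word, so they fell more than most of those genes. The same choice of genes largely fixes these percentiles, so they do not show a fall beyond that of the seed.

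Of the 14 genes of the magnesium ion transport terms with a value, the 6 with TATGGAA had a mean log2 fold change of -0.60 and the 8 without it -0.13 (exact permutation test, two-sided, p = 0.0806). Apart from MAGT1, NIPA1 and NIPAL1, the 3 term genes with the word had a mean of -0.07 (exact permutation test, two-sided, p = 0.776), so the difference rests on the 3 genes the study named. Of the term genes past the paper's rule, 0 lack the word, but these are the same 3 genes, so that count decides nothing. MRS2, NIPA2 and ZDHHC13 were picked after their values were seen. They hold 0 TATGGAA in the 3′ UTR and were lower with an adjusted p under 0.05 when the replicate number was a block in edgeR (0.0141, 0.0184 and 0.0494). But NIPA2 holds 1 ATGGAAA, the site with A opposite position 1, and MRS2 and ZDHHC13 hold 2 and 1 copies of the 6-base site ATGGAA. For MAGT1, NIPA1 and NIPAL1, loss of NUF2 and the seed cannot be told apart in these libraries, because the term has few genes and one siRNA sequence was printed for NUF2. The promoter reporter and ChIP experiments that the paper reports bear on the first and were not analysed here.

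The partners of NUF2 in the NDC80 complex did not change detectably, with log2 fold changes of 0.03 for NDC80, -0.12 for SPC24 and 0.16 for SPC25 (adjusted p 0.901, 0.820 and 0.581 from edgeR). The mRNA of MTOR (-0.05), AKT1 (-0.21), PIK3CA (-0.06), EIF4E (-0.11), HMGA2 (0.15), TFRC (0.38), ERBB3 (0.33), MKI67 (0.17) and GAPDH (-0.15), which the paper names, had adjusted p values of 0.352 or more from edgeR. These are RNA values of one ATC cell line and say nothing about protein or phosphorylation. KDM2A was higher (0.64, adjusted p = 0.0455 from edgeR), a call that held in 5 of 16 alternatives, whose adjusted p ran from 0.00128 to 0.231. Of the fits that each left out one library, the one without siNUF2 replicate 2 kept it (0.0261), and the others gave 0.109 to 0.153.

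The other gene lists did not pass camera. The median log2 fold change was 0.04 for kinetochore (adjusted p 0.334), 0.02 for G2/M genes (0.940), -0.03 for p53 targets (0.444), -0.0012 for PI3K/Akt/mTOR genes (0.940), 0.01 for translation initiation (0.567), 0.01 for H3K4 methylation (0.444) and 0.06 for interferon response (0.567). These medians cover members that went both ways. Over all genes tested, the adjusted p from edgeR was under 0.05 for 4 kinetochore genes (BUB3 -0.64, CENPA 0.77, SKA2 0.71 and ZW10 1.33), 2 G2/M genes (ANLN -0.62 and RACGAP1 -0.46), 1 PI3K/Akt/mTOR gene (RPS6KB1 -0.72), 2 genes of translation initiation (EIF3B -0.48 and EIF3F 0.73), 1 of H3K4 methylation (SETD7 0.98), 1 of interferon response (IRF9 -1.15) and 0 p53 targets, all named after their values were seen. Adjusted over the list alone, the numbers were 6, 5, 1, 2, 1, 1 and 0.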
